# Insulin receptor substrate-1 (IRS-1) mediates progesterone receptor-driven stemness and endocrine resistance in oestrogen receptor+ breast cancer

**DOI:** 10.1038/s41416-020-01094-y

**Published:** 2020-11-04

**Authors:** Amy R. Dwyer, Thu H. Truong, Carlos Perez Kerkvliet, Kiran V. Paul, Peter Kabos, Carol A. Sartorius, Carol A. Lange

**Keywords:** Cell biology, Breast cancer

## Abstract

**Background:**

Progesterone receptors (PR) are potent modifiers of endocrine responses. In aberrant signalling cancer contexts, phosphorylation events dramatically alter steroid hormone receptor action.

**Methods:**

The transcriptomes of primary tumours and metastases in mice harbouring ER+ breast cancer patient-derived xenografts (PDXs) were analysed following single-cell RNAseq. In vitro assays were employed to delineate mechanisms of endocrine resistance and stemness.

**Results:**

A 16-gene phospho-Ser294 PR (p-PR) signature predicted poor outcome in ER+ breast cancer. Relative to primary PDX tumours, metastatic lesions expressed abundant p-PR and exhibited an activated PR gene programme with elevated expression of *PGR* and *IRS-1*. Breast cancer models of activated PR lost the expression of IGF1R and acquired insulin hypersensitivity with tamoxifen insensitivity. Activated p-PR+ breast cancer cells formed increased tumourspheres with enlarged ALDH+ and CD24−/CD44 populations. E2 induced PR/IRS-1 interaction and exchange of IGF1Rβ for IRS-1 in p-PR-containing transcriptional complexes. Inhibition of IRS-1 or IR and inducible IRS-1 knockdown reduced tumourspheres. Endocrine-resistant models of luminal B breast cancer induced p-PR in 3D cultures and required PR and IRS-1 for tumoursphere formation.

**Conclusions:**

Phospho-PR-B cooperates with IRS-1 to promote outgrowth of endocrine-resistant and stem-like breast cancer cells. Targeting phospho-PR/IRS-1 crosstalk may block the emergence of endocrine resistance.

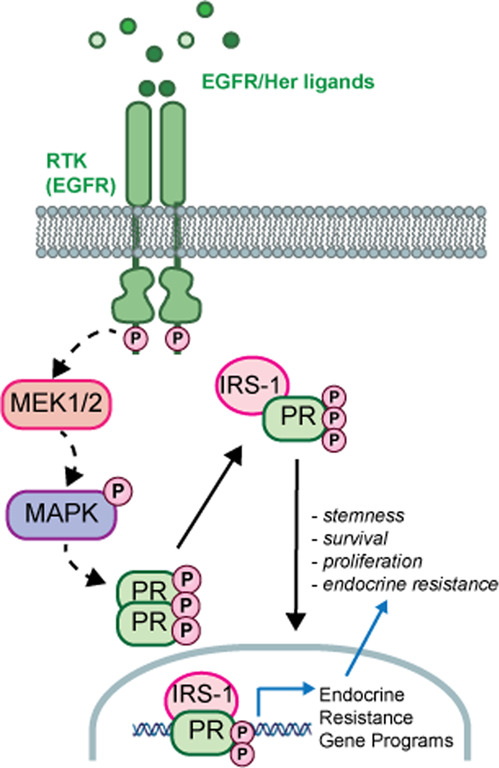

## Background

Breast cancer is the most common malignancy among women and the majority (~75%) of cases express oestrogen receptor (ER) and progesterone receptor (PR).^1^ ER-targeted therapies are the mainstay for treatment of this disease but drug resistance is common and usually ultimately fatal.^2^ Current standard of care for advanced ER+ breast cancer includes combination endocrine therapy with cyclin-dependent kinase 4/6 (CDK4/6) inhibition, a strategy that leads to significant improvements in progression-free survival and overall survival.^3^ However, inevitable emergence of breast cancers that are both endocrine and CDK4/6 inhibitor resistant is a major concern.^4,5^ Thus endocrine resistance remains a key clinical problem and there is a need to identify novel strategies to prevent, delay, or reverse/overcome resistance to endocrine therapy.

PR is used clinically as a biomarker of ER transcriptional activity. While several studies have shown that activated PR can antagonise ER, emerging evidence suggests an independent role for PR as a context-dependent driver of advanced ER+ breast cancer phenotypes associated with tumour progression in vitro and in vivo.^6–8^ In ER+ breast cancer cells, reversible posttranslational modifications such as phosphorylation, ubiquitinylation, and SUMOylation create unique PR species. PRs are heavily phosphorylated by mitogenic and stress-sensing protein kinases that are frequently elevated and activated in breast tumours resulting in altered transcriptional activity and target gene selection.^9–12^ We previously demonstrated that PR, when phosphorylated on N-terminal amino acid residue Ser294, enhanced the expression of gene sets associated with Her2 signalling, endocrine resistance,^13^ and embryonic and cancer stem cell (CSC) biology,^14^ including members of the insulin-like growth factor (IGF) signalling pathway. Numerous members of the IGF signalling pathway are also regulated by p-Ser294 PR in the absence of ligand.^13^ Experimental point mutation of Ser294 to Ala (S294A) blocked CD44+/CD24−/ALDH+ CSC expansion.^15^ Recently, PR, but not ER, was demonstrated to regulate a genetic programme unique to disseminating tumour cells derived from early mammary lesions arising in BALB-NeuT mice.^16^ PR-induced factors RANKL and Wnt1 (i.e. known PR target genes) substituted for PR-driven actions in these models. These studies underscore the importance of understanding the unique role of phospho-PRs in the progression of ER+ breast cancer.

The IGF/insulin signalling pathway has been implicated in the proliferation, migration, and survival of diverse human malignancies.^17,18^ Upon ligand binding, the type I IGF receptor (IGF1Rβ), insulin receptor (IR), and hybrid IGF1Rβ/IR receptors recruit insulin receptor substrate (IRS) adapter proteins to transduce downstream signalling. In breast cancers, IRS-1 and IRS-2 are the two major isoforms mediating IGF/insulin signalling; IRS-1 promotes tumour growth, whereas IRS-2 stimulates motility.^19–22^ Despite initial optimism, clinical trials targeting IGF1Rβ have been disappointing. Additionally, recent trial results show IR (namely, IR-A) is more commonly expressed in endocrine-resistant breast cancer, while IGF1Rβ expression is low/lost.^23^ Although IR expression in cancer is well documented, IR inhibition has been intentionally avoided because of concern over disrupting glucose homoeostasis relevant to diabetes risk. However, targeting key signalling pathways downstream of both receptors, including the IRS adapter proteins, represents an appealing therapeutic strategy. IGF system crosstalk with steroid hormone receptors including ER and PR is extensive; IGF1Rβ enhances ER transcriptional activity^24^ and IRS-1 is a known ligand-independent (LI) PR-B target gene.^19,25^ We previously demonstrated ER, PR-B, and IGF1Rβ cooperation within transcriptional complexes at a subset of E2-regulated target genes.^26^ These data provide a strong rationale for further study of phospho-PR interaction with the IGF pathway in ER+ breast cancer models. Herein we hypothesise that molecular crosstalk between phospho-PR and IRS-1 mediates CSC behaviour and the emergence of endocrine resistance, properties of advanced breast cancer that are relevant to recurrent metastatic disease.

## Methods

### Public data mining

Data sets were analysed using SurvExpress (http://bioinformatica.mty.itesm.mx:8080/Biomatec/SurvivaX.jsp).^27^ Analysis of grouped phospho-PR gene signature^14^ expression was performed on The Cancer Genome Atlas breast cancer recurrence data set (downloaded February 2019) and includes all patients (ER+ and ER−).

### Patient-derived xenograft (PDX) model of metastasis

NOD/SCID/ILIIrg−/− (NSG) mice were bred in house in specific pathogen-free housing with standard light/dark cycle with a maximum of 5 mice/cage. All of these studies used female mice at 6–8 weeks of age at experiment initiation. All animal experiments were reviewed and approved by Institutional Animal Care and Use Committee (IACUC) and all animals were handled in accordance with institutional IACUC and Association for Assessment and Accreditation of Laboratory Animal Care guidelines (IACUC protocol #00160) and performed under anaesthesia (isoflurane 5% induction, 2% maintenance). Breast cancer PDX were derived in female NSG mice as previously described.^28–30^ PDX lines used in these studies were: UCD4 (invasive ductal carcinoma (IDC), derived from a pleural effusion) and UCD65 (IDC, lymph node metastasis). PDX were transduced with luciferase-gfp lentivirus,^31^ regrown into tumours, and processed into single-cell suspensions as described.^31^ In all, 1 × 10^6^ viable cells suspended in 0.1 mL phosphate-buffered saline (PBS) were injected into the aorta of female NSG mice (*n* = 10/PDX line). For subcutaneous tumours, cells were placed into mammary fat pads suspended in 50% Dulbecco’s modified Eagle’s medium (DMEM)/50% Cultrex (*n* = 10/PDX line). All animals were supplemented with subcutaneous silastic pellets containing 17β-oestradiol.^28^ Animals were sacrificed by CO_2_ asphyxiation followed by cervical dislocation at 2–3 months post-injection or when moribund. At necropsy, animals were visualised for fluorescent lesions using an Olympus fluorescent stereo microscope system.

### Immunohistochemistry (IHC)

IHC was performed as previously described.^28^ Briefly, 10 μm paraffin sections were subjected to antigen retrieval in citrate buffer. Primary antibodies used were as follows: ERα (SP1, ThermoFisher, 1:100), PR (1294, DAKO, 1:500), CK5 (NCL-L-CK5, Leica Biosystems, 1:500), CK8/18 (NCL-L-5D3, Leica Biosystems, 1:500), and CA2 (SAB2700301, Sigma, 1:1600). Secondary antibodies were anti-Rabbit Ig MP-7401 (Vector, 1:2000; Burlingame, CA, USA) or anti-Mouse Ig MP-7402 (Vector, 1:2000). Development used the ImPACT DAB Peroxidase Substrate Kit (Vector). Images were captured using the Aperio Digital Pathology system (Leica Biosystems) and assembled in Adobe Photoshop CC with minimal linear changes to contrast. Quantification of the percentage of positive cells was performed using the Imagescope software (Leica) that used algorithms tuned for nuclear or cytoplasmic staining.

### General reagents

Oestradiol (E2), R5020, doxycycline hyclate (Dox), and tamoxifen were purchased from Sigma Aldrich (St Louis, MO, USA), and NT157 was purchased from Fisher Scientific (#HY-100037; Hampton, NH, USA). 83-7 monoclonal antibody (mAb) against the IR was made in house (Dr. Douglas Yee, University of Minnesota).

### Cell culture

T-47D empty vector (EV), PR-B (full-length PR), PR-B S294A, and PR-B K388R^25^ cells were cultured in Minimum Essential Medium (MEM; Corning, New York, NY, USA) containing 5% foetal bovine serum (FBS), 1% penicillin–streptomycin, 1× MEM nonessential amino acids (Life Technologies, Carlsbad, CA, USA), 6 ng/mL of insulin, and 0.2 mg/mL G418 sulfate (Corning). T-47D TamR variants were cultured as above with 1000 nM 4-hydroxytamoxifen. MCF-7 models were cultured in modified improved MEM (IMEM; Life Technologies) containing 5% FBS, 1% penicillin–streptomycin, and 67.5 ng/mL of insulin. MCF-7 cells expressing inducible IRS-1 knockdown were cultured as above with 2 µg/mL Dox for 48 h to induce knockdown. For experiments with hormone treatment, cells were hormone-starved in phenol-free modified IMEM containing 5% DCC (dextran-coated charcoal-stripped FBS; HyClone Laboratories, Logan, UT, USA) and 1% penicillin–streptomycin for 16 h prior to treatment or in complete starvation media (IMEM, 1% penicillin–streptomycin) for experiments with growth factor treatment (e.g. insulin). MCF-7 TamR cells were cultured in phenol red-free IMEM, 5% DCC, 1% penicillin–streptomycin, 67.5 ng/mL of insulin, and 100 nM 4-hydroxytamoxifen. All cell lines were confirmed *Mycoplasma* negative (2019) and authenticated by ATCC within the past 5 years.

### Stable cell line generation

MCF-7 cells were transfected per the manufacturer’s instructions with human-specific PR double nickase constructs (#sc-400198-NIC; Santa Cruz Biotechnology, Dallas, TX, USA) to knock out endogenous PR. Pooled populations were selected in and maintained as described above with 0.5 µg/mL puromycin (Fisher Scientific). Stable models of PR re-expression were generated by transfecting MCF-7 PR knockout cells with pLenti CMV-neo vector (which also served as vector control) containing wild-type (wt) PR-B, S294A PR-B, or K388R PR-B using FuGENE HD (Roche). Stable pool populations were selected in 0.6 mg/mL G418 (Corning) and maintained as described above with 0.2 mg/mL G418 sulfate. Stable shPR-expressing cell lines were created by transducing MCF-7 and TamR MCF-7 models with pLKO.1 lentiviral vectors containing target short hairpin RNA sequences TRCN0000003321 and TRCN0000003324. Pooled populations were selected in and maintained as described above with 0.5 µg/mL puromycin.

### Soft agar assays

Cells were seeded (4 × 10^4^ cells/well) in 1× sterile low melt agarose (Life Technologies) containing tamoxifen (100 nM) or insulin (0, 1, 5, or 10 nM). Soft agar assays were allowed to proceed for 21 days at 37 °C and then counted with ImageJ (Wayne Rasband, http://rsbweb.nih.gov/ij/, National Institutes of Health, Bethesda, MD, USA).

### Immunoblotting

Cells were harvested in RIPA-lite lysis and resolved using sodium dodecyl sulfate-polyacrylamide gel electrophoresis as previously described.^15^ Immunoblotting was performed with the following antibodies: PR (#sc-166169; Santa Cruz Biotechnology), pS294 PR (made in-house), IGF1Rβ (#3027 S; Cell Signaling Technology, Danvers, MA, USA), IR (#sc-57342; Santa Cruz Biotechnology), IRS-1 (Millipore #06-248), FOXO1 (#2880 S; Cell Signaling Technology), GAPDH (Santa Cruz Biotechnology #0411), goat anti-rabbit IgG-HRP (BioRad), and goat anti-mouse IgG-HRP (BioRad). Blots were developed using an ECL reagent (Super Signal West Pico PLUS; Pierce, Waltham, MA, USA) and imaged by film. Densitometric quantification of protein levels was measured in ImageJ.

### Tumoursphere assays

Tumourspheres were generated as previously described.^14,15^ ALDEFLUOR Assay Kit (Stem Cell Technologies, Vancouver, Canada) was used to assay aldehyde dehydrogenase (ALDH1) activity. Cells were plated in ultra-low attachment plates and grown in DMEM/F12 media (described above) to generate tumourspheres. Tumourspheres were collected and dissociated using StemPro Accutase (Life Technologies) and then processed according to the manufacturer’s instructions. Flow cytometry was performed on the BD LSRII H4760 flow cytometer (BD Biosciences, San Jose, CA, USA). For CD44/CD24 detection, tumourspheres were collected and dissociated as described previously^15^ and analysed by flow cytometry using APC-CD44 (1:20; BD Biosciences) or CD24-PE (1:50; BD Biosciences) conjugated antibodies.

### Real-time quantitative PCR (RT-qPCR)

Total RNA was extracted from cell samples using TriPure Isolation Reagent (Roche) and isopropanol precipitation. RNA integrity was confirmed by A260/280 ratio (>1.9) and 1000 ng was reverse transcribed to cDNA according to the manufacturer’s instructions using qScript cDNA SuperMix (Quanta BioSciences, Beverly, MA, USA). qPCR was performed using Light Cycler FastStart DNA Master SYBR Green I (Roche) on a Light Cycler 480 II Real-Time PCR System (Roche). Cycling conditions are described in Supplementary Methods. Target gene levels were normalised to 18s housekeeper gene. Primer sequences are listed in Supplementary Table S1.

### Intracellular staining and flow cytometry

Cells were seeded at 1 × 10^6^ cells in either two-dimensional (2D) adherent conditions with regular growth media or three-dimensional (3D) ultra-low attachment dishes in tumoursphere media (see above). Adherent cells were collected with trypsin and washed with 1×PBS with 1% FBS. 3D tumourspheres were collected, incubated with Accutase (Stem Cell Technologies) for 5 min at 37 °C to achieve a single-cell suspension, and then washed with 1×PBS and 1% FBS. The cells were fixed with 3% formaldehyde at room temperature (RT) for 10 min and permeabilised with 90% ice-cold MeOH for 30 min on ice. Equal numbers of cells were stained with pS294 PR antibody (1:50) for 60 min at RT, followed by Alexa Fluor 594-conjugated goat anti-rabbit IgG (Invitrogen) for 30 min at RT while protected from light. The fluorescence intensities were collected for each sample on the BD LSRII H4760 flow cytometer (BD Biosciences) and analysed using the FlowJo software (BD Biosciences). Gates were drawn based on unstained single cells, and samples stained with only the primary antibody (no secondary) were included as a negative control.

### Chromatin immunoprecipitation (ChIP) assays

Cells were fixed, harvested, and lysed according to optimised manufacturer’s instructions using the ChIP-IT Express Magnetic Chromatin Immunoprecipitation Kit (Active Motif, Carlsbad, CA, USA). Samples were homogenised using a Bioruptor sonicator (Diagenode Inc., Seraing, Liege, Belgium). ChIP reactions (100 µL isolated chromatin) were incubated with 2 µg of PR antibody or 2 µg of IRS-1 antibody overnight at 4 °C with rocking. Normal mouse IgG (Santa Cruz Biotechnology) was used in control samples. Samples were washed, eluted, reverse crosslinked, and treated with Proteinase K according to the manufacturer’s instructions. DNA was analysed by RT-qPCR as described above using primers spanning the distal promoter of the cathepsin D (*CTSD*) gene (Supplementary Table S2).

### Proximity ligation assay (PLA)

T-47D cells were plated in 8-well chamber slides and fixed with 4% paraformaldehyde for 15 min at RT. Slides were permeabilised (0.1% Triton X-100, 1×PBS) for 15 min and then processed using the Duolink Red Mouse/Rabbit Kit (Sigma) in line with the manufacturer’s protocol. Slides were incubated with primary antibody (1:250–1:1000) overnight at 4 °C. Images were taken by confocal microscopy (×40) and the ratio of puncta/nuclei for each experimental condition was calculated by manual counting of at least five images per group.

### MTT assay

MCF-7 parental and TamR cell proliferation after PR silencing was measured via MTT (3-[4,5-dimethylthiazol-2-yl]-2,5-diphenyltetrazolium bromide) assays by seeding cells in a 24-well plate in normal media (see above). At days 0 and 5, 60 µL of MTT was added per well for a final concentration of 5 mg/mL, after which the plate was incubated for 2 h at 37 °C. At this point, the medium was removed, and the cells were solubilised with 90% v/v dimethylsulfoxide/PBS. Absorbance was measured in a plate reader at 570 nm. Sample means were normalised to day 0.

### Statistical analysis

Data were tested for normal distribution using Shapiro–Wilk normality test and homogeneity of variances using Bartlett’s test. Unless otherwise stated, all results are presented as mean ± S.E.M. Statistical analyses were performed using one-way or two-way analysis of variance in conjunction with multiple comparison tests or Student’s *t* test. Significance was determined with 95% confidence.

## Results

### Phospho-PR target genes correlate with poor outcome in clinical breast cancer

We previously identified distinct 151-gene ligand-dependent and 92-gene ligand-independent (LI) phospho-PR-specific gene signatures that were both associated with human epidermal growth factor-2 (ERB2/Her2)-positive luminal breast cancers as defined by Oncomine concepts.^13^ In a meta-analysis of the Loi data set (*n* = 377), patients whose tumours expressed both activated PR metagenes experienced early metastasis and shortened survival relative to patients lacking these metagenes.^13^ To generate a consolidated gene signature representative of elevated PR transcriptional activity, we data mined our 151 gene set and focussed on genes that were upregulated >1.5-fold upon progesterone stimulation in cells expressing a transcriptionally hyperactive form of deSUMOylated (K388R) PR-B compared with cells expressing wt PR-B. Mitogen-activated protein kinase (MAPK)-dependent phosphorylation of PR-B Ser294 attenuates Lys388 SUMOylation (i.e. typically a repressive modification of steroid receptors). Thus K388R faithfully mimics de-repressed phosphorylated PR-B (i.e. hyperactive PR) with regard to target gene selection.^13,32^ This resulted in a list of 29 K388R PR target genes (Supplementary Table S2). We further filtered out 13 genes that were K388R-PR induced but unresponsive to the PR antagonist Onapristone (Ona), resulting in a list of 16 putative phospho-PR target genes^13^ (Supplementary Table S2). To more robustly interrogate publicly available data sets, we investigated the predictive value of this newly defined “activated PR” 16-gene signature with regard to breast cancer patient outcomes. Interestingly, expression of the 16-gene signature was strongly correlated with decreased relapse-free survival (Fig. 1a).

**Fig. 1:**
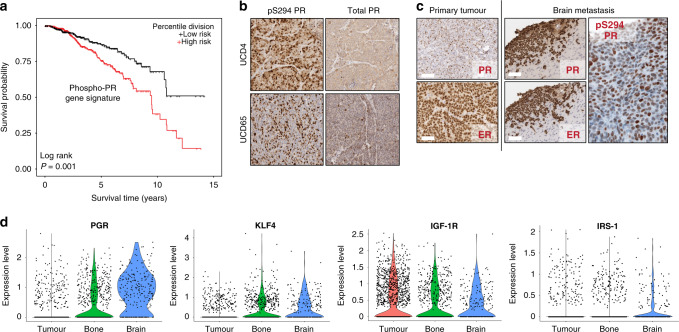
Phospho-S294 PR is enriched in PDX metastases. **a** SurvExpress was used to examine the prognostic index of patients in the TCGA Invasive Breast Cancer cohort based on the combined expression of the phospho-PR gene signature previously described by Knutson et al.^13^ **b**, **c** ER, PR and pS294 PR staining was performed on primary UCD65 and UCD4 PDX tumours and UCD65 metastases. **d** scRNAseq expression analysis of known phospho-PR target genes in primary UCD65 tumours and metastatic bone or brain lesions.

To further explore phospho-PR activity in metastatic breast cancer, we employed PDX models established from metastatic ER+/PR+ breast cancer patients.^30^ ER expression and total or phospho-PR expression were confirmed by IHC using specific monoclonal (total) and previously characterised^14^ custom-made polyclonal (pS294 PR) antibodies (Fig. 1b, Supplementary Fig. S1). We next assessed total ER, PR, and phospho-PR expression in metastatic lesions from NSG mice PDX recipients. Since PDX tumours inefficiently metastasise in NSG mice, we established metastatic lesions by dissemination of UCD65 PDX cells into circulation. UCD65 cells primarily disseminated to the bone and brain, while UCD4 cells colonised in the liver. UCD65 brain (Fig. 1c) metastases displayed positive staining for both ER and PR, as well as phospho-PR. Furthermore, UCD4 liver metastases contained abundant phospho-PR (Supplementary Fig. S1). 

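UCD65 is a patient-derived xenograft, a human breast tumour passaged in immunodeficient mice, and its primary tumour, bone metastasis and brain metastasis were each sequenced as 1 single-cell library from 1 mouse. Human cells were enriched by removal of mouse cells, and bone cells were isolated with another protocol than cells of the other sites. In the 10X Genomics droplet assay each captured RNA molecule carries a unique molecular identifier (UMI), so that copies made by amplification are counted once. The authors aligned the reads to GRCh38 with Cell Ranger 2.1.1, discarded human-murine doublets, and deposited the UMI count of each gene in each cell without normalisation. The table analysed here held 1159 cells of the primary tumour, 598 of the bone metastasis and 110 of the brain metastasis, with 12739360, 6795678 and 2588294 UMIs in all. The median number of UMIs per cell was 9223 in the primary tumour, 9852 in the bone metastasis and 20887 in the brain metastasis, so cells of the brain metastasis were read more deeply than cells of the other 2 sites. UMIs were summed over the cells of each library and divided by the library's total to give UMIs per 1000000 (CPM), with exact Poisson 95% intervals. Log2 ratios of CPM, metastasis over primary tumour, carry exact conditional binomial 95% intervals. With 1 library per site and cells not being replicates, no test between sites could be made, and all intervals cover counting error only. Library, mouse, site and, for bone, the isolation protocol cannot be told apart in this design.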

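*PGR*, which encodes both PR isoforms, lies on the minus strand of chromosome 11 of GRCh38 from 101029624 to 101129813 and has 8 exons in its canonical transcript (GENCODE 44). Its level was 25.0 CPM in the primary tumour (95% interval 22.4 to 27.9, from 319 UMIs), 89.0 CPM in the bone metastasis (82.1 to 96.4, 605 UMIs) and 141 CPM in the brain metastasis (127 to 156, 364 UMIs). The log2 ratio over the primary tumour was 1.83 in bone (1.63 to 2.03) and 2.49 in brain (2.27 to 2.71), and the intervals of the 2 metastases did not overlap. Among the 740 genes of the closest mean level, 97.6% had a lower ratio than *PGR* in bone and 99.2% had a lower ratio in brain. The largest move under another processing came from thinning each cell to 3500 UMIs, which gave a log2 ratio of 2.13 in brain.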

Single-cell (sc) RNAseq of UCD65 primary tumours and metastases revealed that *PGR* expression was enriched in bone and brain metastatic lesions relative to primary tumours (Fig. 1d). Ingenuity pathway analysis predicted *PGR* pathway activation in all three sites (not shown). Interestingly, the PR target gene *KLF4*, a known stemness factor, was also enriched in the metastatic transcriptome, along with four genes (*PHLDA1*, *NDRG1*, *TSC22D1*, *PTGES*) from the phospho-PR gene signature (not shown). 

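*KLF4* lies on chromosome 9 from 107484852 to 107490482 and rose from 18.0 CPM in the primary tumour (229 UMIs) to 67.1 CPM in the bone metastasis (456 UMIs) and 73.8 CPM in the brain metastasis (191 UMIs). The log2 ratio was 1.90 in bone (95% interval 1.67 to 2.14) and 2.04 in brain (1.75 to 2.32). The 2 metastases did not differ in *KLF4* beyond counting error. *PHLDA1* (chromosome 12, 76025447 to 76031776) was higher in both metastases, with log2 ratios of 1.72 in bone (1.48 to 1.97) and 1.41 in brain (1.07 to 1.73). *NDRG1* (chromosome 8, 133237175 to 133302022) was lower in both. Its level was 77.2 CPM in the primary tumour, 14.6 CPM in bone and 33.2 CPM in brain, and the log2 ratios were −2.41 in bone (−2.72 to −2.11) and −1.22 in brain (−1.55 to −0.90). Only 0.8% of the genes of the closest mean level had a lower ratio than *NDRG1* in bone, and 2.8% had a lower ratio in brain. *TSC22D1* (chromosome 13, 44432143 to 44577147) was higher in bone, with a log2 ratio of 0.54 (0.43 to 0.65), while in brain its log2 ratio of −0.18 (−0.37 to 0.01) spanned 0. *PTGES* (chromosome 9, 129738331 to 129753042) had a log2 ratio of −0.08 in bone (−0.28 to 0.11), which was not distinguishable from no change at this depth, and of 1.34 in brain (1.15 to 1.53). The direction of each ratio whose interval excluded 0 held under each alternative processing.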

The IGF signalling pathway was also significantly represented, as found in our previously reported LI phospho-PR gene signature.^26^ 

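The paper's text does not name the genes behind the IGF signalling result, so a list of 45 genes was written from general knowledge of the pathway, from ligands, binding proteins and receptors to AKT and MAPK. It is not the paper's list. Of these genes, 39 had at least 10 UMIs over the 3 UCD65 libraries. Their median log2 ratio, computed on CPM + 1, was 0.35 in the bone metastasis, with 28 genes higher and 11 lower than in the primary tumour. That median lay above 99.96% of 10000 random lists of the same size matched on mean CPM, whose medians ranged from −0.23 to 0.20 in the central 95%. In the brain metastasis the median was 0.00, with 20 genes higher and 19 lower, at the 34.8th percentile of the random lists. *GRB14* and *PIK3R2* had the highest ratios in bone, and *JUN* and *FOS* of this list are also immediate early genes. These percentiles describe 3 libraries and are not a test between sites.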

Notably, we observed a decrease in  known ER/PR interactor, *IGF1Rβ*, in brain metastatic lesions relative to primary PDX tumours, while levels of the IGF system adapter protein *IRS-1* were unchanged in bone lesions but modestly elevated in brain lesions. Together, these data suggest that total and phospho-PR are abundant in metastatic lesions that arise from PR-low primary tumours. Furthermore, the finding that phospho-PR target genes are elevated in metastases relative to primary tumours, suggests that these phospho-PR species are transcriptionally active and contribute to aberrant gene expression that is associated with both poor outcome and survival/outgrowth of breast cancer metastatic lesions.

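*IGF1R* spans 98648539 to 98964530 on the plus strand of chromosome 15, and its level was 78.3 CPM in the primary tumour (95% interval 73.6 to 83.4, from 998 UMIs), 64.0 CPM in the bone metastasis (58.1 to 70.3, 435 UMIs) and 36.7 CPM in the brain metastasis (29.7 to 44.9, 95 UMIs). The log2 ratio over the primary tumour was −1.09 in brain (−1.41 to −0.79) and −0.29 in bone (−0.46 to −0.13). Among genes of the closest mean level, 3.8% had a lower ratio than *IGF1R* in brain and 31.6% had a lower ratio in bone, so the difference in bone was common among such genes. *IRS1* lies on chromosome 2 from 226731312 to 226799820. Its level was 12.9 CPM in the primary tumour (11.0 to 15.0, 164 UMIs), 29.1 CPM in bone (25.2 to 33.5, 198 UMIs) and 34.8 CPM in brain (28.0 to 42.7, 90 UMIs). The *IRS1* log2 ratio was 1.18 in bone (0.87 to 1.49) and 1.43 in brain (1.05 to 1.81), above the ratios of 93.8% and 97.7% of genes of the closest mean level. The bone and brain levels of *IRS1* had overlapping intervals. In the brain metastasis 1 cell held 10.0% of the *IRS1* UMIs.

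**Figure D1:**
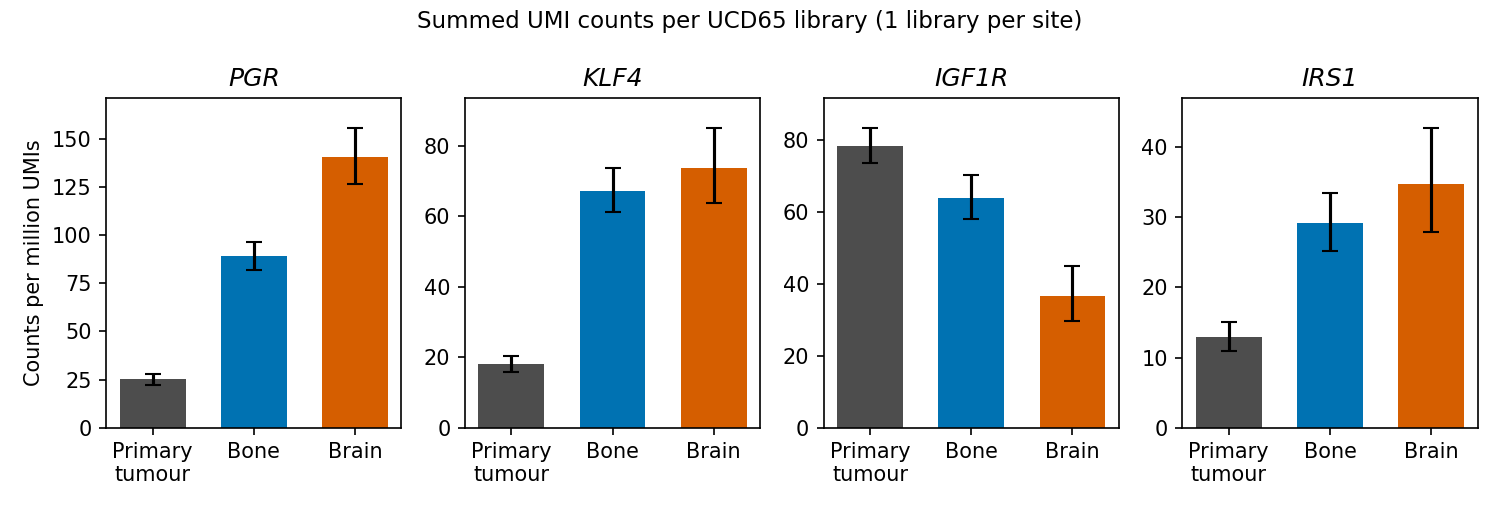
Bars give CPM of *PGR*, *KLF4*, *IGF1R* and *IRS1* in the summed cells of 1 UCD65 library each of primary tumour, bone metastasis and brain metastasis, and error bars are exact Poisson 95% intervals. *IGF1R* is lowest in brain at 36.7 CPM, and *IRS1* in both metastases stands above the 12.9 CPM of the primary tumour.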

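At the RNA level, 13.6% of primary tumour cells held at least 1 *PGR* UMI (exact Clopper-Pearson 95% interval 11.7 to 15.7%), against 42.8% of bone metastasis cells (38.8 to 46.9%) and 80.0% of brain metastasis cells (71.3 to 87.0%). Since a deeper cell has more chance to show a UMI, each cell was also thinned at random to 3500 UMIs, which left out 76 shallower cells of the primary tumour, 44 of the bone metastasis and 0 of the brain metastasis. After thinning, the share was 6.46% in the primary tumour (5.07 to 8.10%), 22.2% in bone (18.8 to 25.9%) and 28.2% in brain (20.0 to 37.6%). Both metastases then stayed above the primary tumour, and bone and brain were no longer distinguishable. Free RNA in the droplets can add UMIs to cells that do not express a gene. Every cell of the 3 libraries held a UMI of at least 1 epithelial marker, and since such abundant transcripts are also part of the free RNA, cells of another type could not be told from tumour cells by it. The share in a cell type that lacks *PGR*, and with it the background, could therefore not be given. The 10% of cells with the most *PGR* UMIs held 86.8% of them in the primary tumour, 52.4% in bone and 29.4% in brain. Phosphorylation of PR is a protein measurement and was not analysed here.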

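Of the 16 genes of the phospho-PR signature in Table S2, 12 were listed in the UCD65 table with at least 10 UMIs over the 3 libraries. *UTS2D*, *SPRYD5*, *SPRINK5L3* and *THY1* were not matched under those symbols or their synonyms. The median log2 ratio of the 12 genes, on CPM + 1, was 0.43 in the bone metastasis, with 8 genes higher and 4 lower, and lay above 97.8% of 10000 random lists matched on mean CPM. In the brain metastasis the median was 0.11, with 6 genes higher and 6 lower, at the 75.6th percentile. The bone value depended on genes of low level, and it was 0.07 at the 65.6th percentile when only the 9 genes with at least 50 UMIs were used. The same genes gave a higher value in brain, 0.28 at the 93.0th percentile. Taking each gene alone, 4 had intervals above 0 in bone, 2 had intervals below 0 and 6 spanned 0, while in brain 5 lay above 0, 0 below and 7 spanned 0. *MSX2*, *PHLDA1* and *KLF9* were higher in both metastases. *MSX2* (chromosome 5, 174724582 to 174730896) had 6 UMIs in the primary tumour, 121 in bone and 10 in brain, with log2 ratios of 5.24 in bone (95% interval 4.08 to 6.71) and 3.04 in brain (1.43 to 4.78). *TUBA3D* and *TUBA3E* are near-identical copies whose reads the counting could have divided, and their values are uncertain. From the higher level of phospho-PR target genes in the metastases than in primary tumours, the paper proposes that the phospho-PR species there are transcriptionally active and contribute to gene expression associated with poor outcome and with outgrowth of metastatic lesions.

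**Figure D2:**
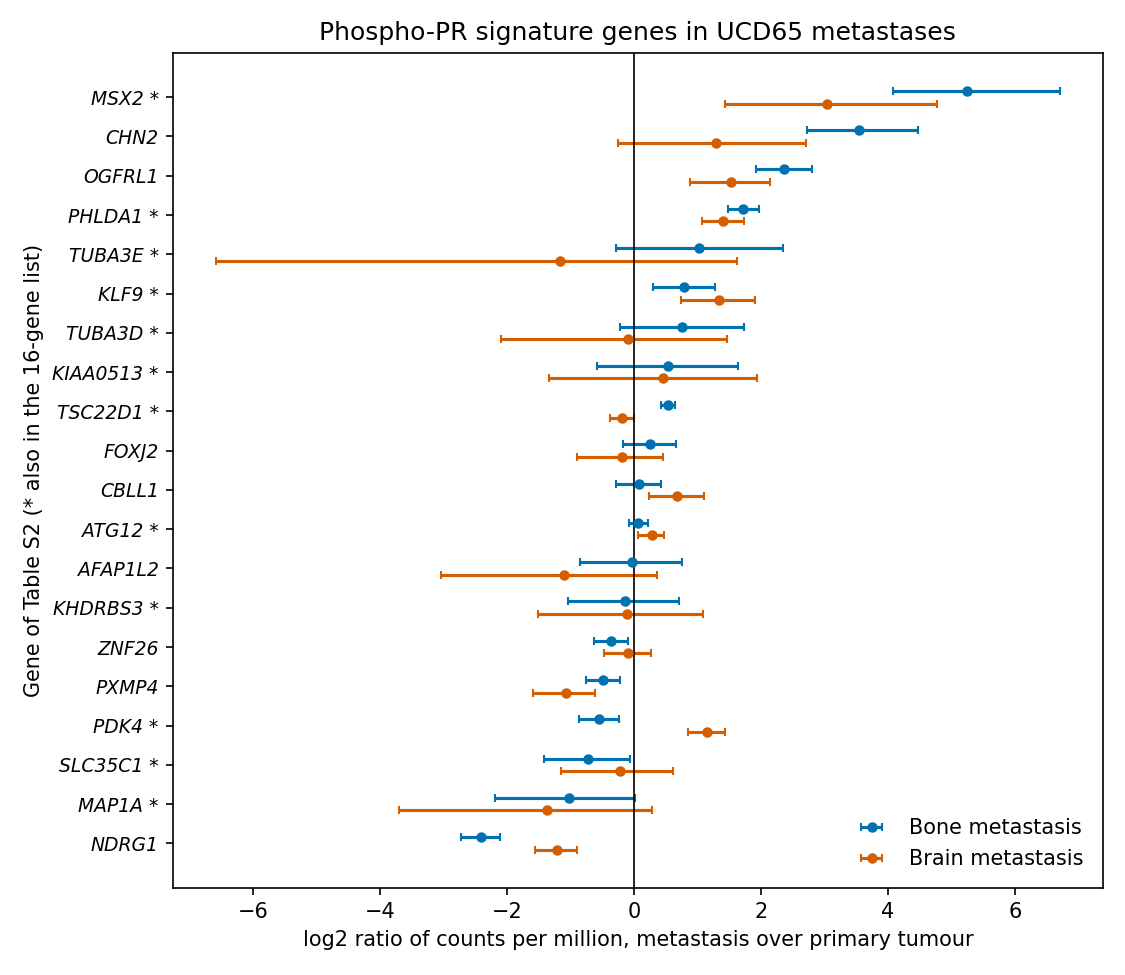
Points give log2 ratios of CPM, metastasis over primary tumour, for the 20 genes of Table S2 listed in UCD65, in bone and in brain, with 1 library per site and exact 95% binomial intervals for counting error. *MSX2* lies highest in both metastases, *NDRG1* is lower in both, and 6 of the 12 genes marked as members of the 16-gene list have bone intervals that span 0.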

### Phosphorylated PR-B confers insensitivity to tamoxifen

One proposed aetiology of acquired endocrine resistance is the gradual expansion of cancer cell populations that are insensitive to ER antagonists.^33,34^ To test the contribution of PR phosphorylation to acquired tamoxifen resistance, we used naturally occurring PR-null/low variants of ER+ T-47D and PR knock-out MCF-7 breast cancer cells and stably reintroduced either unmodified PR-B or transcriptionally hyperactive (deSUMOylated; K388R) PR-B. When these models were exposed to low, medium, and high doses of tamoxifen, low-dose tamoxifen (10 nM) was proliferative in both PR-B and PR-B K388R (hyperactive PR) expressing cells (Fig. 2a). However, higher concentrations of tamoxifen (100–1000 nM) were anti-proliferative in cells expressing wt-PR-B but not K388R PR-B (Fig. 2a), suggesting that unchecked PR Ser294 phosphorylation promotes a tamoxifen-insensitive state.

**Fig. 2:**
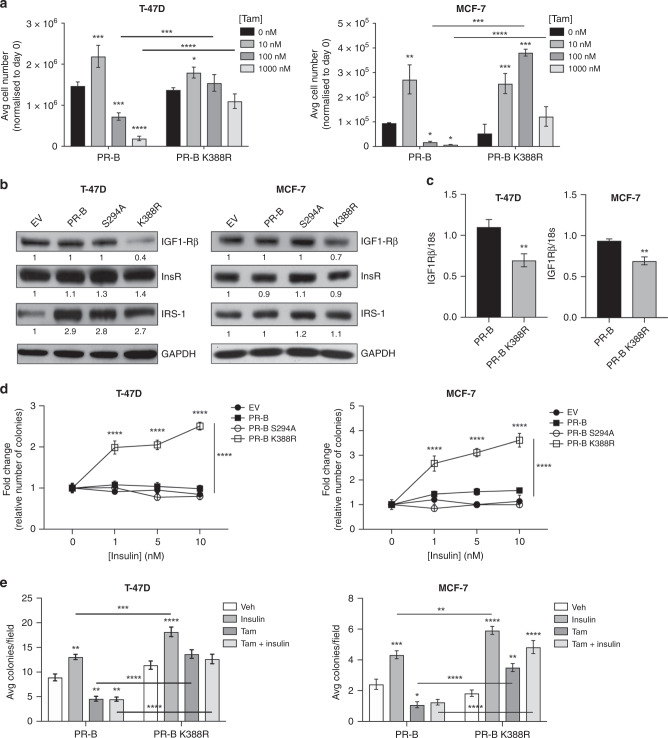
Phospho-PR promotes tamoxifen insensitivity in ER+ breast cancer models. **a** T-47D and MCF-7 wt PR-B and PRB-K388R cell growth in tamoxifen as measured by manual counting of the cells after 5 days in culture. Cell number was normalised to day 0. **b** Protein and **c** mRNA expression of the IGF1-R system. **d** Colony formation of T-47D and MCF-7 cells expressing empty vector (EV), wt PR-B, phospho-mutant PR-B (PRB-S294A), or hyperactive PR-B (PRB-K388R) grown in insulin-containing soft agar. **e** Soft agar colony formation of wt PR-B and PRB-K388R cells grown in the presence of insulin (10 nM) and tamoxifen (Tam; 100 nM). Error bars are S.E.M., *n* = 3 biological replicates; *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

Tamoxifen-resistant cell lines lose expression of the IGF1Rβ and consequently become hypersensitive to insulin treatment.^35,36^ To determine whether this phenotype is mirrored in PR-B K388R models, we examined IGF1Rβ expression in T-47D or MCF-7 cells expressing empty vector control (EV), wt PR-B, phospho-mutant PR-B (S294A), or SUMO-deficient/phospho-mimic PR-B (K388R). Consistently, IGF1Rβ expression is decreased at the protein and transcript levels in breast cancer cells expressing K388R PR-B relative to other PR species (Fig. 2b, c). This result mirrors our observations in phospho-PR+ metastatic lesions (Fig. 1d). 

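In single cells of UCD65, at least 1 *IGF1R* UMI was found in 52.7% of primary tumour cells (exact 95% interval 49.8 to 55.6%), 45.0% of bone metastasis cells (41.0 to 49.1%) and 51.8% of brain metastasis cells (42.1 to 61.5%). The unthinned shares of primary tumour and brain were not distinguishable, but brain cells held more UMIs each. With each cell thinned to the same number of UMIs, the shares were 25.3% (22.7 to 28.0%), 20.4% (17.1 to 24.0%) and 10.9% (5.77 to 18.3%). The brain metastasis was then below the primary tumour beyond counting error, while bone and primary tumour overlapped.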

Notably, IRS-1 levels increased in PR+ T-47D models relative to PR-null EV controls, while IRS-1 levels remained similar across wt, S294A, and K388R T-47D models; manipulation of PR had little effect on IRS-1 levels in MCF-7 cells. We next tested colony formation in increasing concentrations of insulin and observed that PR-B K388R cells (both T-47D and MCF-7 models) displayed greatly increased sensitivity to insulin-driven proliferation relative to EVs, as well as cells expressing either wt PR-B or S294A PR-B (Fig. 2d). Furthermore, PR-B K388R models remained insensitive to tamoxifen in the presence of insulin (Fig. 2e). Together, these data implicate phospho-PR crosstalk with IR signalling in the development of tamoxifen insensitivity.

### Phospho-PR-B and IRS-1 are preferentially co-recruited to E2-regulated genes

We previously reported a requirement for PR-B expression and the presence of ER/PR/PELP1 and ER/PR/IGF1Rβ complexes at specific steroid receptor target genes, including *CTSD*^26^ in response to oestrogen stimulation; CTSD expression is associated with increased risk of relapse and metastasis.^37^ Given PR-B K388R cells lost the expression of IGF1Rβ, we asked whether either the IR or IRS-1 instead bind to the *CTSD* promoter in ER+ breast cancer cells expressing either wt or hyperactive K388R PR-B. Notably, E2-stimulated recruitment of K388R PR-B to the *CTSD* promoter was comparable to that of wt PR (Fig. 3a). Similar to our previous results,^26^ IGF1Rβ was co-recruited to the same *CTSD* promoter region in ER+ cells expressing wt PR-B. Unsurprisingly, IGF1Rβ recruitment was completely abrogated in PR-B K388R cells (Fig. 3b). While IR was not detected at these promoter regions (data not shown), IRS-1 recruitment to the ER/PR *CTSD* promoter site was strikingly increased in cells expressing K388R PR-B relative to cells expressing wt PR-B (Fig. 3c). These data suggest a switch in the regulation of phospho-PR target genes by ER/pS294-PR/IRS-1 complexes when IGF1Rβ is lost during the acquisition of tamoxifen resistance.

**Fig. 3:**
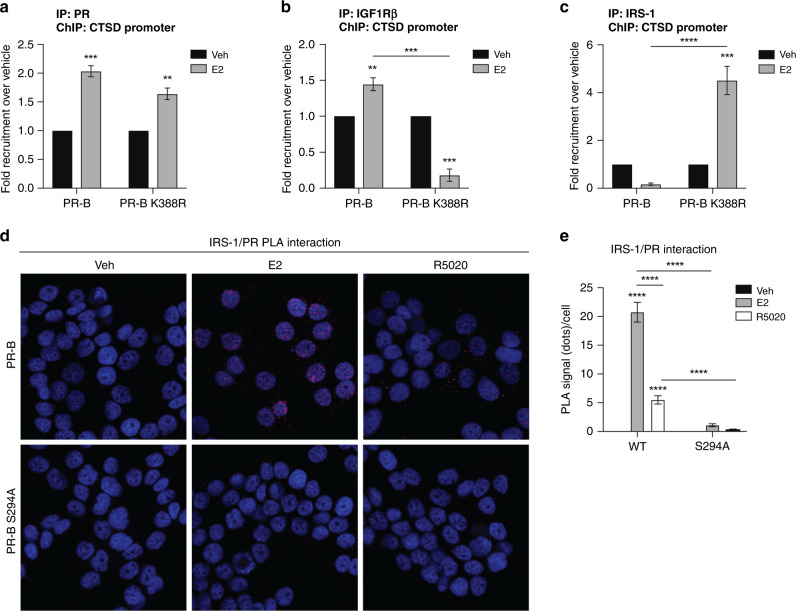
PR preferentially interacts with IRS-1 at ER/PR target genes when PR is phosphorylated. **a** PR, **b** IGF1-Rβ, and **c** IRS-1 ChIP to the *CTSD* promoter in T-47D PR-B and PRB-K388R cells treated with 1 nM E2. Data are presented as fold recruitment over vehicle of combined *n* = 4 experiments (technical replicates). **d** Proximity ligation assay showing an interaction between PR and IRS-1 in T-47DT-47D cells expressing wt PR-B or phospho-mutant PR-B (PRB-S294A) treated with 1 nM E2 or 10 nM R5020. Puncta were counted in ImageJ and quantified (**e**). Error bars are S.E.M.; *n* = 3 biological replicates; **P < 0.01; ***P < 0.001; ****P < 0.0001.

Functional interactions between steroid receptors and cytoplasmic signalling pathways (i.e. ER/PR/c-Src complexes) are well documented. Previous studies showed that IRS-1 and ER formed a complex in the cytosol.^38^ We therefore probed the location of IRS-1/PR-containing complexes by PLA in ER+ T-47D PR-B (wt) and PR-B S294A mutant breast cancer models. Cells expressing either wt or S294A PR were treated with either vehicle or E2 and subjected to PLA using specific antibodies. While no PR/IRS-1 complexes were detected in vehicle-treated cells, E2 treatment strikingly induced the appearance of IRS-1/PR-positive puncta that were primarily located in the nucleus (Fig. 3d, e). Fewer puncta were observed in the cytosol of E2-treated cells (Fig. 3d, e), suggesting that PR/IRS-1 complexes exist in both subcellular compartments but are retained in the nucleus. Notably, PR/IRS-1 complexes were significantly reduced in cells expressing S294A phospho-mutant PR-B and these puncta appeared to be restricted to the cytoplasm (Fig. 3d, e). Interestingly, in contrast to E2 treatment, progestin (R5020) treatment increased the appearance of PR/IRS-1 puncta that were primarily cytoplasmic (Fig. 3d, e). Taken together, our data suggest that pSer294-PR and IRS-1 interact upon either E2 or progestin treatment but are specifically co-recruited to ER/PR target genes such as *CTSD* in the presence of E2.^26^ Our studies nominate IRS-1 as a partner and potential therapeutic target in ER/PR complexes at E2-regulated genes that require both ER and PR (but not progestins) for their expression.

### Pharmacological inhibition/knockdown of IRS-1 reduces CSC outgrowth

Previous studies indicated that cells expressing hyperactive PR-B (K388R) form increased primary and secondary tumourspheres relative to cells expressing wt PR-B.^14^ Herein we extended this finding to measure ALDH1 activity and the relative populations of CD44+/CD24− cells, common markers of breast CSCs.^39,40^ Both ALDH+ and CD44+/CD24− populations were significantly increased in K388R PR-B+ tumourspheres (Fig. 4a, b and Supplementary Fig. S2), confirming that phospho-PR species enable robust breast CSC outgrowth in vitro. Given our data linking phospho-PR-B and IRS-1, we next investigated whether pharmacologically targeting the IR/IRS-1 pathway abrogates CSC outgrowth in PR+ breast cancer models. Thus we tested both an mAb specific for IR (83-7) as well as an IRS-1 degrader (NT157) in tumoursphere assays. In T-47D models, NT157 and 83-7 were ineffective in parental wt PR-B+ cells, which exhibit low basal tumoursphere formation as scored by manual counting of tumourspheres >100 µm.^14,15^ However, both agents significantly reduced PR-B K388R (hyperactive PR/IGF1Rβ-low) tumoursphere formation (Fig. 4c). Similarly, IRS-1 inhibition and IR degradation effectively blocked tumoursphere formation of T-47D and MCF-7 cells expressing either wt PR-B or PR-B K388R (Fig. 4c). Furthermore, NT157 and 83-7 treatment reduced ALDH1 activity as measured by flow cytometry (Fig. 4d). The requirement for IRS-1 in tumoursphere formation was directly tested using a model of Dox-inducible IRS-1 knockdown in ER+/PR+ MCF-7 cells (Fig. 4e). These data provide the first in vitro evidence that IRS-1 and IR targeting are useful strategies with which to block stemness phenotypes mediated by phospho-PR species in ER+ breast cancer cells.

**Fig. 4:**
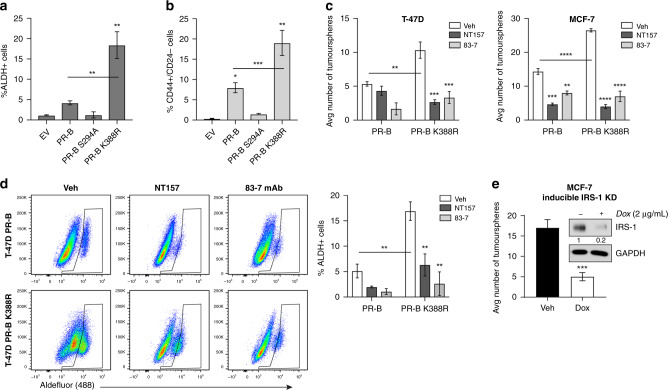
IRS-1 inhibition decreases tumoursphere formation. **a** ALDH1 activity was determined using the Aldefluor assay in T-47D tumourspheres. **b** CD44+/CD24− populations in T-47D tumourspheres were analysed by flow cytometry. **c** The effect of NT157 (IRS-1 inhibitor; 3 µM) and 83-7 monoclonal antibody (insulin receptor degrader; 5 µg/mL) treatment on tumoursphere number and **d** ALDH1 activity was examined. **e** Tumoursphere formation was examined after inducible IRS-1 knockdown. Inset confirms Dox-induced knockdown of IRS-1 protein by western blot. Graphed data are mean ± S.E.M. of combined *n* = 4 independent experiments (technical replicates). *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

### PR expression is required for TamR tumoursphere formation

We next examined the role of pSer294-PR in well-defined models of acquired tamoxifen resistance.^35,36^ Consistent with previous observations, TamR MCF-7 cells form increased tumoursphere numbers compared to parental MCF-7 cells (Fig. 5a).^41^ Notably, PR expression in TamR models carried in vitro (2D) is typically undetectable by western blot in the absence of E2 pretreatment (i.e. E2 is needed to induce expression of endogenous PRs; Fig. 5b). However, PR mRNA is upregulated when TamR cells are grown in 3D culture conditions (Fig. 5c). To quantitatively detect PR phosphorylation levels in these PR-low/null models, we employed flow cytometry using pS294 PR labelling of fixed, permeabilised cells.^42,43^ The advantage of this method is that phospho-PR species may be detected and quantified even when expressed in a minority subpopulation.^42,43^ Relative to 2D culture conditions, parental MCF-7 cells grown in 3D tumoursphere conditions exhibited increased PR phosphorylation as shown by a rightward-shift in fluorescence intensity (Fig. 5d). TamR MCF-7 3D tumourspheres also displayed a modest but reproducible shift in fluorescence intensity relative to 2D adherent conditions (Fig. 5d). We next examined basal expression of known pSer294-PR target genes and observed a significant increase in *KLF4*, *NOTCH2*, and *FOXO1* transcript levels in TamR cells as well as increased levels of *ALDH1A1*, an enzyme known to be enriched in stem cells (Fig. 5e).^15,40^ Increased FOXO1 and IRS-1 (i.e. known PR-induced target genes) protein levels were also observed (Supplementary Fig. S3A). Together, these data support a role for low levels of hyperactivated PR in the observed increase in tumoursphere formation in these models.

**Fig. 5:**
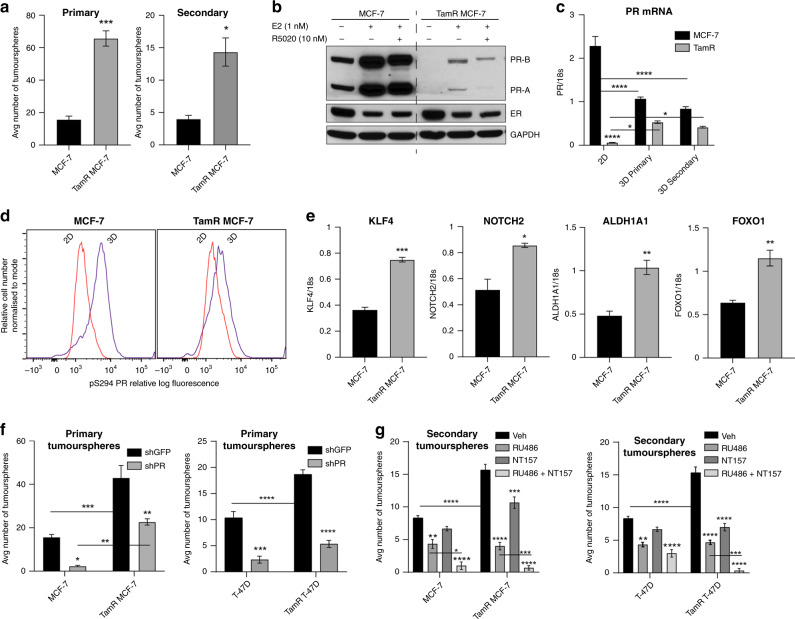
PR expression is necessary for tumoursphere outgrowth in an endocrine-resistant model of ER+ breast cancer. **a** Primary and secondary tumoursphere formation of parental and tamoxifen-resistant (TamR) MCF-7 cells. **b** Protein expression of PR and ER in TamR MCF-7 cells pretreated with 1 nM E2 for 48 h, followed by acute R5020 treatment (1 h; 10 nM). **c** PR transcript levels were analysed in cells grown in adherent 2D conditions, as 3D primary or 3D secondary tumourspheres using RT-PCR analysis. **d** Single-cell phospho-PR levels were measured in 2D adherent cultures and 3D tumourspheres by phospho-specific flow cytometry. Flow plots are representative of *n* = 3 independent experiments. **e** *KLF4*, *NOTCH2*, *ALDH1A1*, and *FOXO1* mRNA levels were measured by RT-PCR. **f** PR was silenced in endocrine refractory MCF-7 and T-47D cells using shRNA and tumoursphere formation tested. **g** Secondary tumoursphere formation was examined with Mifepristone (RU486; 100 nM) and/or NT157 (3 µM) treatment in MCF-7 and T-47D parental and TamR models. Error bars are S.E.M.; *n* = 3 biological replicates; *p < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

To test the requirement for PR in the CSC biology of these TamR models, we used small hairpin targeting to knockdown endogenous PR levels in MCF-7 parental and TamR cell lines and extended these studies to include paired T-47D parental and TamR models (Supplementary Fig. S3B). Partial PR knockdown (~20–30% as measured by densitometry) had modest dampening effects on cell proliferation (Supplementary Fig. S3C). Strikingly however, PR knockdown significantly reduced outgrowth of both MCF-7 and T-47D TamR primary tumourspheres (Fig. 5f); we were unable to obtain secondary tumourspheres following PR knockdown (not shown). We next used combination strategies in tumourspheres derived from two TamR models (MCF-7 and T-47D). Tumoursphere formation was then measured in the absence or presence of agents targeting both IRS-1 (NT157) and PR (Ona; RU486, RU). Either IRS-1 or PR inhibition alone were effective at reducing both parental and TamR MCF-7 cell tumoursphere formation, while the combination of NT157 and Ona further reduced tumoursphere numbers in TamR MCF-7 models (Supplementary Fig. S3D). In T-47D models, which have previously been shown to express mutant p53^44^ and are reported to be insensitive to Ona,^15^ IRS-1 inhibition strikingly reduced T-47D TamR tumoursphere formation (Supplementary Fig. S3D). Notably, the combination of NT157 and mifepristone (RU) was highly effective in both models when compared to either treatment alone (Fig. 5g). Similarly, IR degradation was more effective than PR inhibition alone in both T-47D and MCF-7 TamR models (Supplementary Fig. S3E). These results indicate that despite extremely low PR levels in TamR subpopulations, hyperactive pSer294-PRs contribute to CSC biology as measured by in vitro tumoursphere assays. These data suggest that a minority subpopulation of pre-existing phospho-PR+ breast cancer cells and/or inducible PRs are capable of significantly expanding the therapy-resistant stem-like cell compartment in apparently PR-null but ER+ TamR (i.e. luminal B-type) models. These phospho-PR species are induced in anchorage-independent contexts (Fig. 5c, d) and may be relatively insensitive to currently available PR ligands (antagonists/partial agonists or selective PR modulators) but can be effectively targeted via inhibition of the IR/IRS-1 signalling pathway.

## Discussion

Improved treatments for endocrine-resistant ER+ breast cancers are urgently needed. Breast CSC activity and frequency have been shown to increase in response to Tamoxifen and Fulvestrant in ER+ patient samples and in metastatic PDX models in vivo.^33^ These occult cells are thought to be responsible for ER+ relapse. Herein we describe a mechanism underpinning the development of resistance to tamoxifen whereby phosphorylated PR-B interacts with the IRS-1 adapter protein at previously identified ER/PR target genes. Furthermore, we show that targeting PR, IRS-1, or the upstream IR abrogate secondary tumoursphere formation and reduce expression of stem-like markers. Our studies suggest that routine targeting of activated PRs as part of ER-targeted therapies may prevent relapse of ER+ tumours by disruption of ER/PR/IRS-1 complexes. Phospho-PRs or genetic markers of phospho-PR action (i.e. a scorable phospho-PR gene signature) may provide useful biomarkers for selection of patients at high risk of developing endocrine resistance who are likely to respond to combination therapies that include antagonism of PR, IRS-1, or other non-ER signalling components of this transcriptional complex. Further studies characterising these novel IRS-1/phospho-PR target genes are required.

Alterations in the IGF1Rβ/IR system signalling have been reported in models of endocrine resistance in vitro^35,36^ and here we build on this to show that this similarly occurs in both ER+/PR+ PDX (Fig. 1) and ER+/hyperactive-PR+ breast cancer models (Fig. 3). These data are further supported by meta-analyses of recurrent endocrine-treated tumours, which showed lower levels of IGF1Rβ compared with pretreated tumours.^45,46^ Our in vitro results show that insulin signalling is important in endocrine-resistant cells but less relevant to parental (i.e. endocrine sensitive) cells (Figs. 2 and 5). This is likely underpinned by IGF1Rβ/IR hybrid receptors, which allow endocrine-sensitive cancer cells to expand their ligand-binding capacity whereby insulin and IGF-1 can signal through either heterodimer or specific homodimers.^36^ In TamR cells, however, where there is little IGF1Rβ, IR becomes the predominant receptor driving insulin and IGF-stimulated growth. Combined with our data showing that IR inhibition reduces stem-like cell outgrowth, this implicates IR as an important target in endocrine-resistant tumours. However, a major concern in targeting the IR is the resulting disruption of glucose homoeostasis in normal tissues. Taken together with our results implicating IRS-1 in the development of aggressive breast cancer phenotypes (Fig. 5), IRS-1 is emerging as an attractive target as a key ER/PR-binding partner.

Using a small molecule inhibitor of IRS-1, NT157, we showed striking reduction of ER+ breast cancer tumoursphere formation and expression of stem-like markers (ALDH1, CD44/CD24; Fig. 4). In support of this, NT157 was shown to have inhibitory effects on tamoxifen-resistant ER+ breast cancer proliferation in both 2D and 3D.^18,47^ Notably, CSCs are thought to be non-proliferative; therapeutic interventions targeting proliferative cells may initially slow tumour growth but induce selective pressure allowing outgrowth of CSCs.^48,49^ Thus disruption of IRS proteins represents an ideal strategy to inhibit both hormone and growth factor-driven signalling pathways; NT157 downregulation of IRS proteins resulted in dual IGF1R and IR signalling inhibition in melanoma, prostate, and breast cancers and, as shown herein, target minority CSC populations.^47,50,51^ Furthermore, phosphoproteomic profiling of A375 melanoma cells treated with NT157 showed that multiple kinase signalling pathways are affected, including p38 MAPK, JNK, and c-Src,^52^ which are known to phosphorylate the PR N-terminus, including Ser294.^9,10,12,25^ Herein inducible knockdown of IRS-1 in MCF-7 cells phenocopied the block of CSC outgrowth observed with either PR knockdown or IRS-1 or IR inhibitors. Thus IRS-1 inhibition represents a novel strategy to target phospho-PR-specific signalling in ER+ breast cancer, particularly in the endocrine-resistant setting.

Two well-characterised ER+/PR-low PDX models derived from patients with advanced breast cancer exhibited high total and pS294 PR expression in metastatic brain and liver lesions (Fig. 1 and Supplementary Fig. S1). Surprisingly, robust phospho-PR staining was detected even when total PR levels were modest in primary tumours. This finding suggests that luminal tumour cells expressing activated phospho-PR species confer increased aggressiveness, the clinical implication being that luminal B-type breast cancers (i.e. scored as PR-low/null by IHC) may contain activated PRs. Phospho-PR+ breast cancer cell subpopulations may more successfully disseminate. This conclusion is supported by studies showing that PR downregulation is associated with a switch from proliferation to migration in a BALB-NeuT model of tumour development.^16^ 

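The stemness factor gene *KLF4* had at least 1 UMI in 14.2% of UCD65 primary tumour cells (exact 95% interval 12.2 to 16.3%), 41.5% of bone metastasis cells (37.5 to 45.5%) and 53.6% of brain metastasis cells (43.9 to 63.2%). Thinned to the same number of UMIs per cell, the shares were 6.37% (4.99 to 7.99%), 18.1% (14.9 to 21.5%) and 20.9% (13.7 to 29.7%), so both metastases stayed above the primary tumour. Of the 29 PR target genes of Table S2, from which the 16-gene signature was drawn, 20 could be measured. Their median log2 ratio was 0.15 in bone, with 12 genes higher and 8 lower, at the 81.1st percentile of matched random lists. In brain it was −0.07, with 9 genes higher and 11 lower, at the 39.4th percentile. By each gene's own interval, 6 were higher and 5 lower in bone, and 7 were higher and 2 lower in brain. In both metastases 4 genes were higher (*MSX2*, *PHLDA1*, *KLF9* and *OGFRL1*) and 2 were lower (*NDRG1* and *PXMP4*). *OGFRL1* had log2 ratios of 2.36 in bone (1.92 to 2.81) and 1.52 in brain (0.88 to 2.15). Its ratio in brain reversed to −1.29 with each cell thinned, when 1 brain cell held a UMI of it, while the ratios of the other 5 genes kept their direction in both metastases under each alternative.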

Notably, we observed that phospho-PR target genes associated with breast CSC biology were also enriched in metastatic lesions indicating hyperactive PR signalling. Importantly, scRNAseq identified *PGR* and *IRS-1* enrichment in metastases compared to primary tumours, whereas *IGF1R* expression trended downward in metastases. 

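By share of cells, *IRS1* was found with at least 1 UMI in 11.2% of primary tumour cells (exact 95% interval 9.46 to 13.2%), 24.9% of bone metastasis cells (21.5 to 28.6%) and 36.4% of brain metastasis cells (27.4 to 46.1%). After thinning to the same number of UMIs per cell, 4.62% of primary tumour cells (3.45 to 6.04%), 10.7% of bone cells (8.21 to 13.5%) and 7.27% of brain cells (3.19 to 13.8%) held one. The bone metastasis stayed above the primary tumour. The brain metastasis overlapped both, so a higher share of *IRS1* cells in brain was not detectable at this depth, although the summed level was higher.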

The global transcriptomic and epigenetic consequences of phospho-PR and IRS-1 co-expression as well as the relevant PR-dependent steps within the metastatic cascade are topics of future investigation.

## Supplementary information

Supplementary Materials

## Data Availability

Raw singe-cell sequence data have been deposited in the gene expression omnibus (GEO) database (GSE131007).

# Supplementary material for: Insulin receptor substrate-1 (IRS-1) mediates progesterone receptor-driven stemness and endocrine resistance in oestrogen receptor+ breast cancer
**Source:** Br J Cancer. 2020 Nov 4;124(1):217–27. doi: 10.1038/s41416-020-01094-y
**Supplement:** Supplementary file 1 — Supplementary Materials

**SUPPLEMENTARY METHODS**

**RNA preparation and sequencing**. For single cell RNAseq, single cell suspensions were prepared as described ^30^ from parental tumors and brain and liver metastases (1 representative mouse/group). Bone cells were isolated using a different protocol ^1^. Human PDX cells were enriched using a mouse cell depletion kit (Miltenyi Biotech). All samples not used immediately were frozen in CryoStor media (Sigma). Cells were captured using the 10X Genomics Chromium system, libraries prepared according to Chromium platform, and sequenced (>500 cells/group) using the Illumina HiSeq 4000 or NovaSe1 6000 System.

**Single-cell RNA-seq data processing in UCD65**. scRNA-seq libraries were aligned to the human (GRCh38) genomes and UMIs deduplicated using Cell Ranger 2.1.1. Cell barcodes identified as human-murine doublets were discarded. Valid cell barcodes identified using Cell Ranger were further filtered to remove low quality cells by excluding all cell barcodes either greater than 30% of UMIs derived from mitochondrial genes or fewer than 200 genes detected. 

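In the deposited UCD65 table the number of genes detected per cell ran from 851 to 6259 in the primary tumour, from 607 to 6680 in the bone metastasis and from 1413 to 7545 in the brain metastasis. Applied again to this table, the stated limits of 200 and 8000 genes therefore removed 0 cells. As the table was deposited after the authors' filtering, this cannot show how many cells those limits had removed. The highest mitochondrial share of UMIs was 15.0% in the primary tumour and bone metastasis and 14.9% in the brain metastasis, below the stated limit of 30%, and cells between these shares and that limit are absent from the table. Median mitochondrial shares were 6.80%, 6.40% and 8.38%.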

Cell barcodes with more than 8000 (UCD65) detected were also removed to exclude likely human doublets. 

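A stricter filter of at least 1000 genes detected and at most 15% mitochondrial UMIs, a share that no deposited cell exceeds, left 1158 cells of the primary tumour and 592 of the bone metastasis, and removed 0 cells of the brain metastasis. The median number of genes detected per cell was 2831 in the primary tumour, 2908 in the bone metastasis and 4536 in the brain metastasis.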

The total number of human cells used in UCD65 for downstream analysis were: primary tumor = 1502, brain metastasis = 239, bone metastasis = 725. Variable genes were detected using the vst method in Seurat 3.1 ^2^. Next, principal component analysis (PCA) was run on the variable genes and harmony  ^3^ was run in these PCs for batch correction. The first 20 PCs were investigated by elbow plot to determine the true signals and the first 15 PCs were selected for further analysis. Seurat's graph-based clustering algorithm was also run using the first 15 PCs to identify clusters of related cells in the data. 

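Log-normalised values were also computed, as the natural log of 1 plus 10000 times the share of a cell's UMIs, and averaged over the cells of each library. The mean for *PGR* was 0.126 in the primary tumour, 0.428 in the bone metastasis and 0.772 in the brain metastasis. *KLF4* had means of 0.112, 0.371 and 0.385 at these sites, *IGF1R* of 0.485, 0.389 and 0.255, and *IRS1* of 0.086, 0.188 and 0.202. For each of these 4 genes the order of the 3 libraries was the order of their CPM. No batch correction was applied, since the paper's correction acts on principal components and leaves these values as they are.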

The normalized gene expression data in the primary tumor, brain metastasis and bone metastasis were used for plotting the expression profiles of PGR, KLF4, IGF-1R, IRS-1.

**qRT-PCR**. Cycling conditions for qPCR were as follows: initial denature at 95°C for 10 min; 35 X denature at 95°C for 10 s, anneal at 52°C for 10 s, and extension at 72°C for 11 s.

**SUPPLEMENTARY FIGURES**

**FIGURE S1.**

**
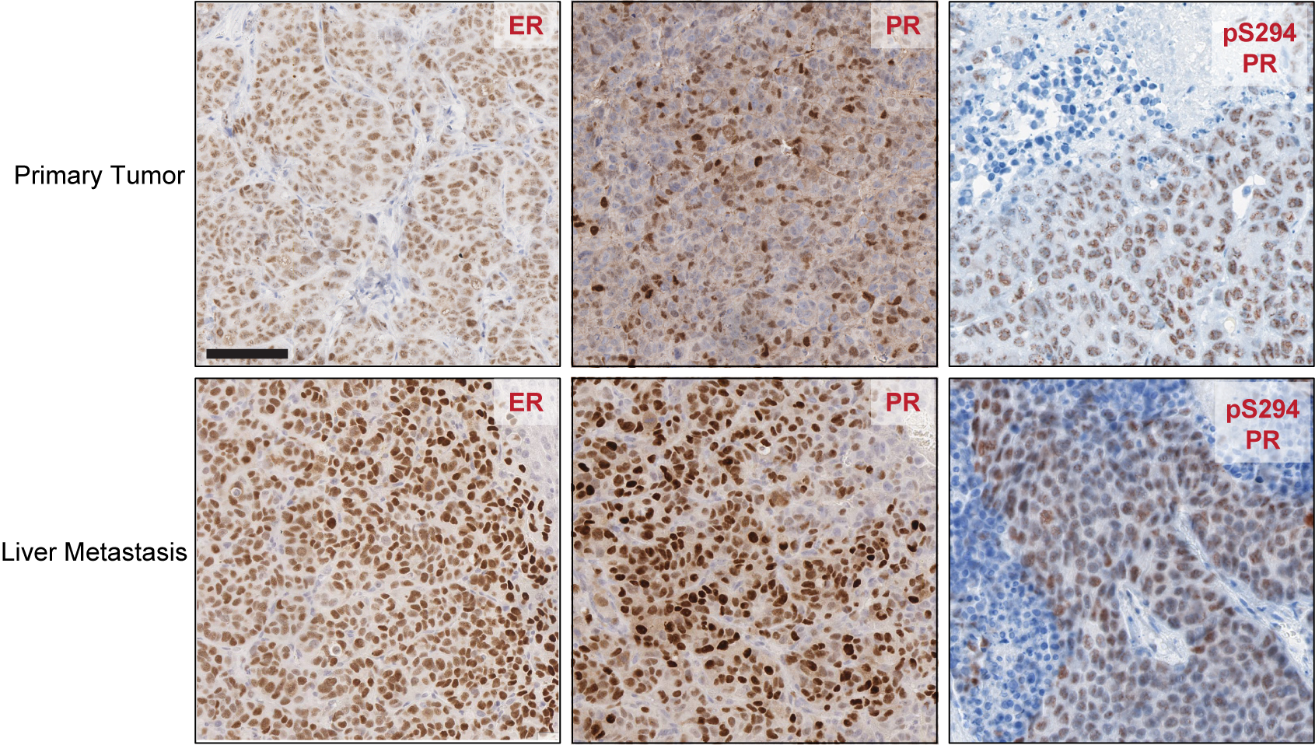
**

**Supplementary Figure S1. pS294 PR is expressed in UCD4 tumors and metastatic lesions.** Total ER, PR, and phospho S294 PR staining was performed on UCD4 PDX tumors and metastases. Scale bar = 100 um.

**FIGURE S2.**

**
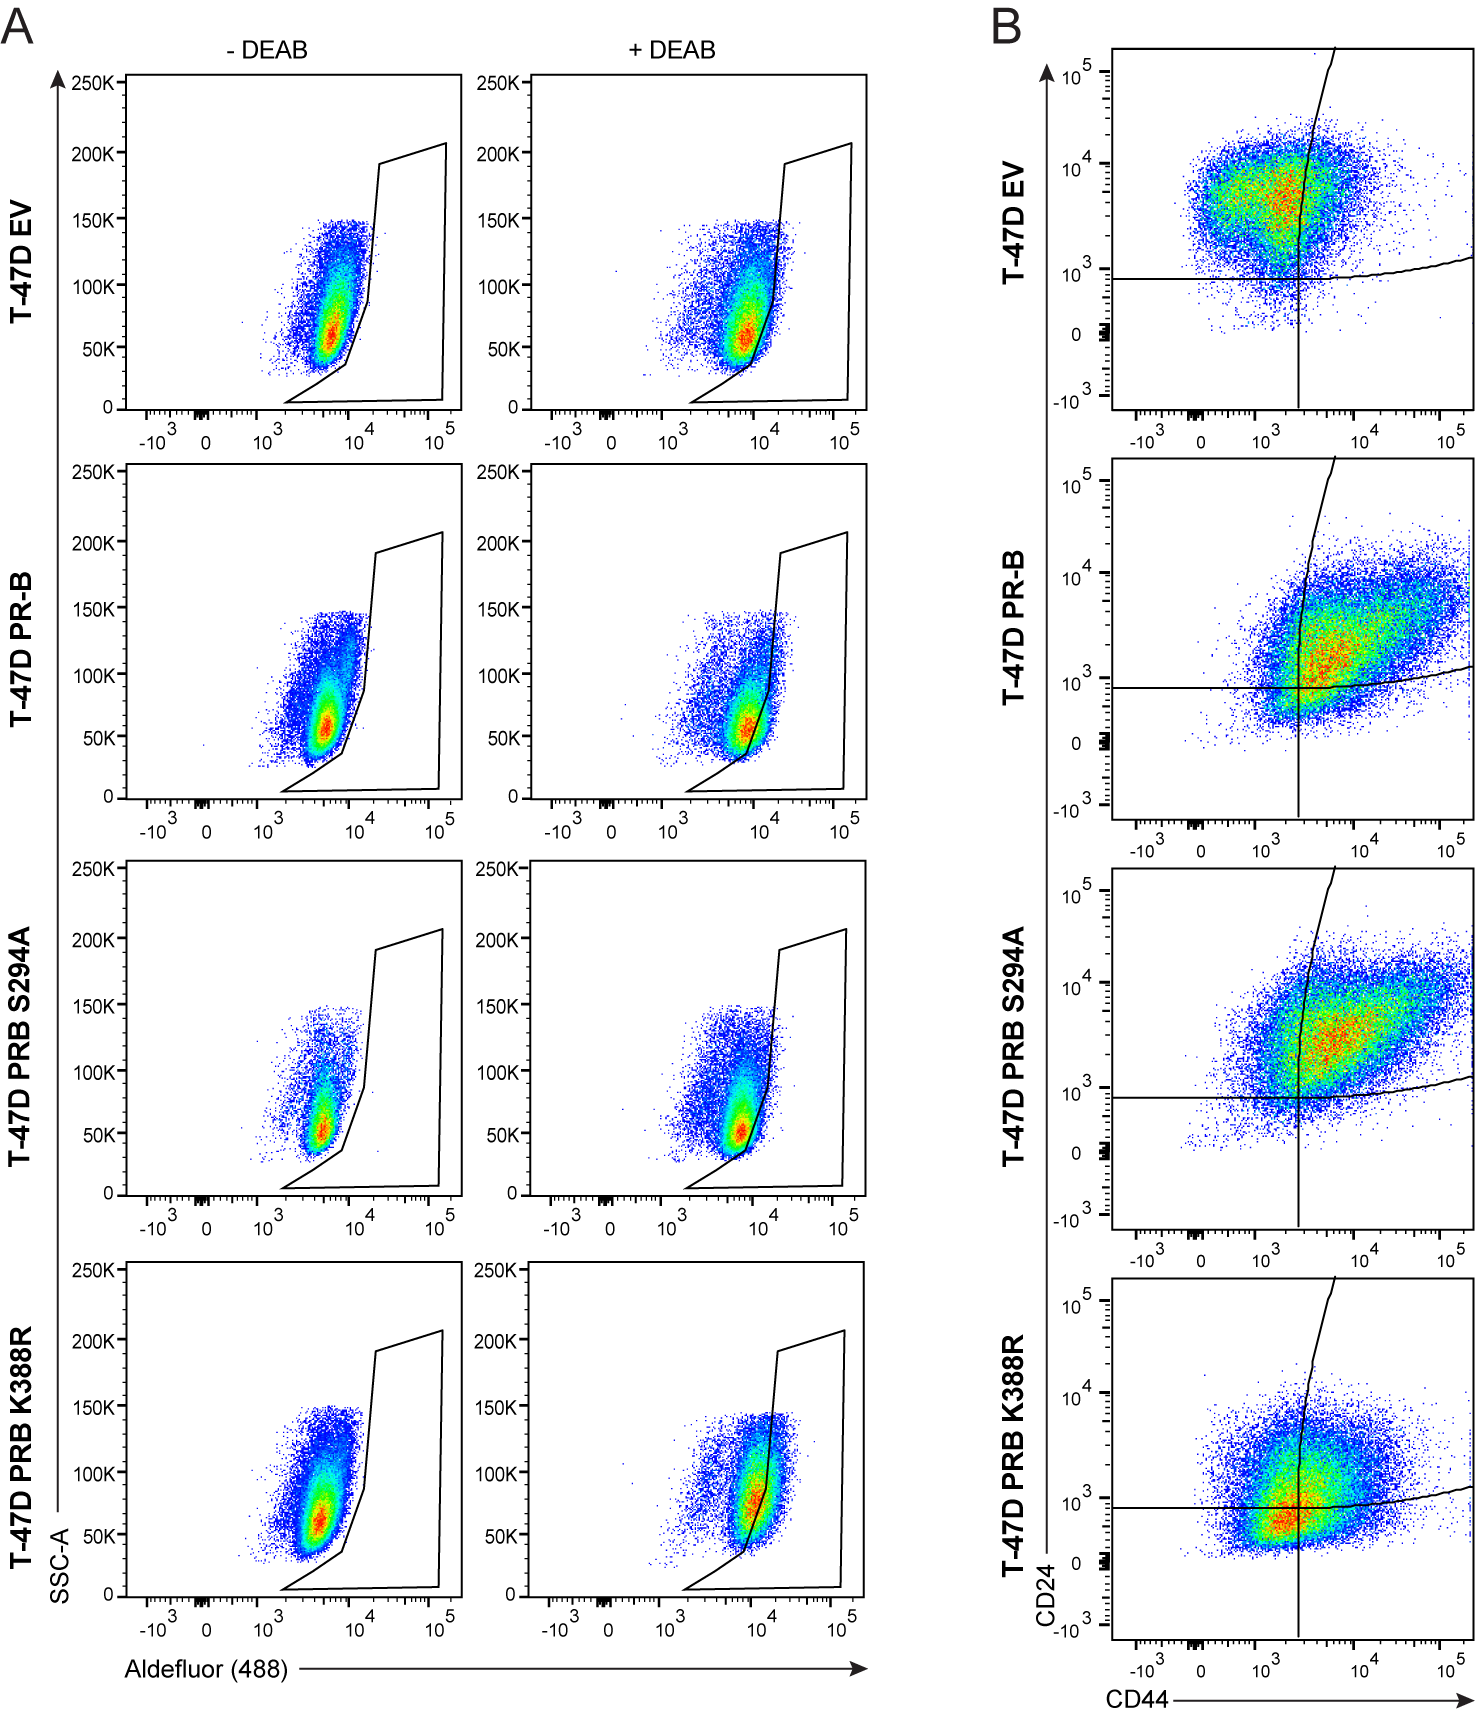
**

**16.9%**

**4.2%**

**10.6%**

**6.67%**

**0.27%**

**14.6%**

**1.31%**

**5.35%**

**Supplementary Figure S2. Representative flow cytometry scatter plots.** **A** ALDH1 activity was measured in T47D tumorspheres. Diethylaminobenzaldehyde (DEAB) inhibition of ALDH1 was included for compensation. Data are representative of n=5 independent experiments (technical replicates). **B** CD44/CD24 populations from primary T47D tumorspheres. Data are representative of n=4 independent experiments.

**FIGURE S3.**

**
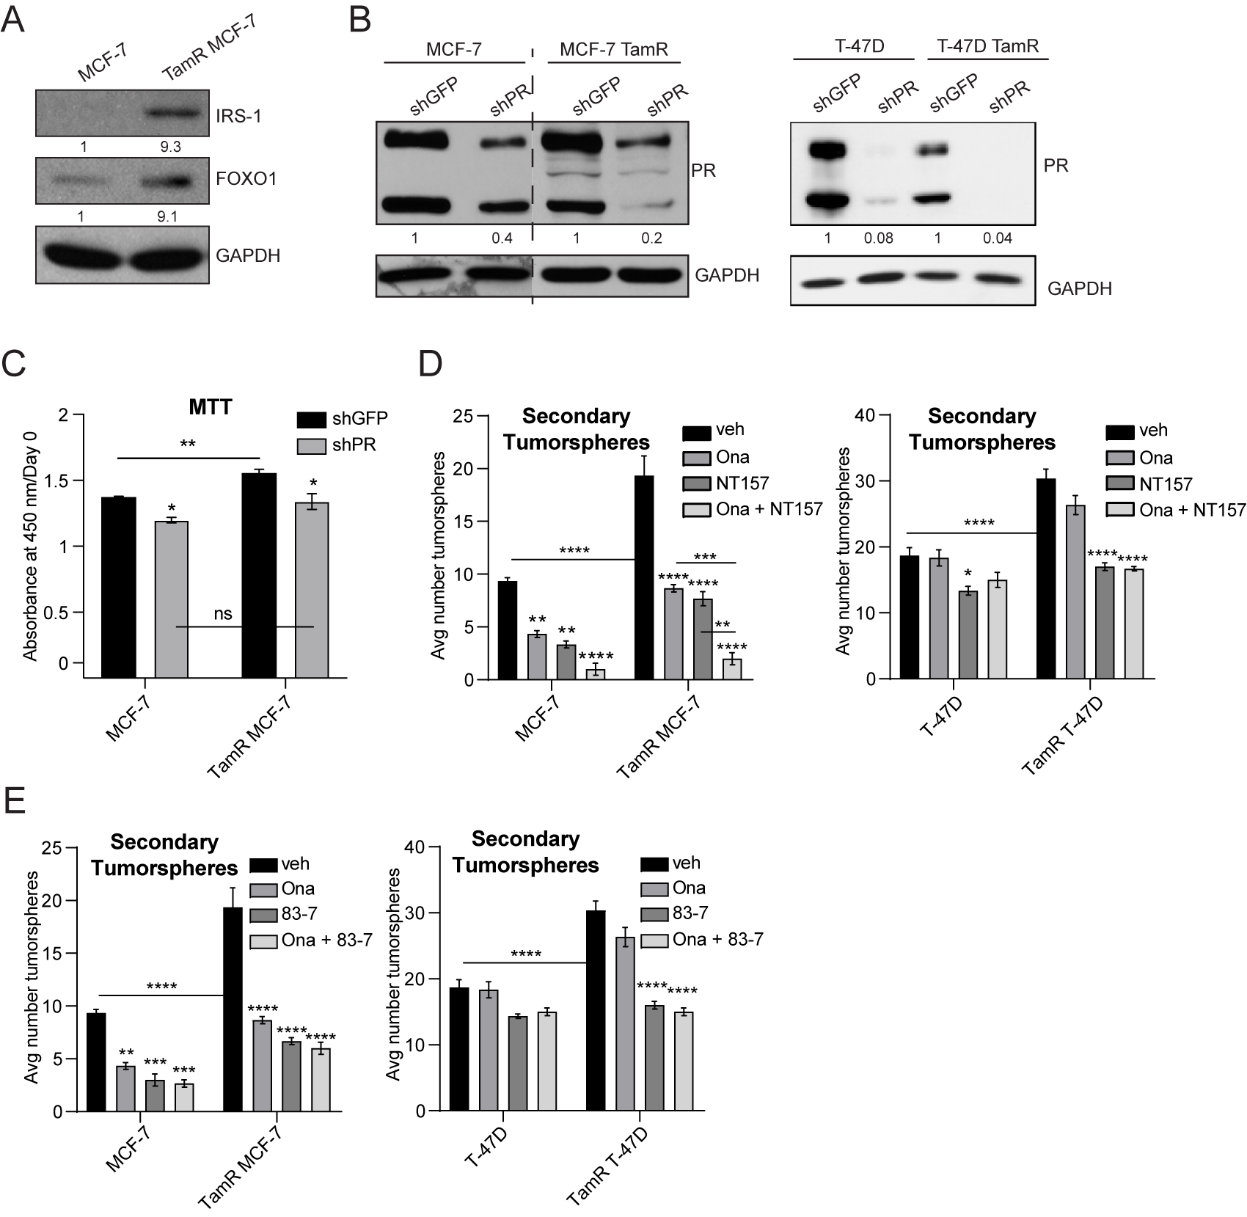
**

**Supplementary Figure S3. PR inhibition impacts tumorsphere formation. A** Basal protein levels of IRS-1 and FOXO1 in MCF-7 TamR models. **B** PR was silenced in T-47D and MCF-7 endocrine resistant models. Densitometry (indicated) confirms at least 40% knock-down. **C** Proliferation of MCF7 and TamR MCF7 cells expressing shGFP or shPR was analyzed by MTT assay. **D** Secondary tumorsphere formation was examined with Onaprisone (100 nM) and NT157 (3 µM) or **E** 83-7 mAb (5 µg/mL) treatment. Error bars are S.E.M; n=2 technical replicates each containing n=3 biological replicates; **P*<0.05; ***P*<0.01.

**SUPPLEMENTARY TABLES**

**Supplementary Table S1: Primer sequences**

| PR | Fwd | 5’ACACCTTGCCTGAAGTTTCG |
| --- | --- | --- |
|  | Rev | 5’CTGTCCTTTTCTGGGGGACT |
| IRS-1 | Fwd | 5’TCACAGCAGAATGAAGACC |
|  | Rev | 5’CTACTGATGAGGAAGATATGAGG |
| IGF1-Rβ | Fwd | 5’GCAAAGGGGACATAAACACC |
|  | Rev | 5’TGATGATGCGATTCTTCGAC |
| InsR | Fwd | 5’CAACGTGGTTTTCGTCCCC |
|  | Rev | 5’AGATGACCAGCGACTCCTTG |
| KLF4 | Fwd | 5’AGACGCGAACGTGGAGAAAG |
|  | Rev | 5’GCTGCCGAGGACCTTCTG |
| NOTCH2 | Fwd | 5’CATTGCAGTGTCGAGATGGC |
|  | Rev | 5’CCCCAAGAAGCCTTCTGGAC |
| ALDH1A1 | Fwd | 5’GCCATAACAATCTCCTCTGCTC |
|  | Rev | 5’ACTCTCCCAGTTCTCTTCCATTT |
| FOXO1 | Fwd | 5’ACGAGTGGATGGTCAAGAGC |
|  | Rev | 5’GCACACGAATGAACTTGCTG |
| 18S | Fwd | 5’GGAGAGGGAGCCTGAGAAAC |
|  | Rev | 5’TCGGGAGTGGGTAATTTGC |
| CTSD (ChIP) | Fwd | 5’CCTCCTCAACTGCTCTTGCA |
|  | Rev | 5’GCGGCTGAGATGCTGAGTCA |
|  |  |  |

**Supplementary Table S2: Phospho-PR target gene signature**

| \| ***29 gene list*** \| ***16 gene list*** \| \| --- \| --- \| \| TUBA3D \| TUBA3D \| \| TUBA3E \| TUBA3E \| \| DDC \| UTS2D \| \| SLC26A3 \| SPRYD5 \| \| UTS2D \| MAP1A \| \| AFAP1L2 \| SPRINK5L3 \| \| SPRINK5L3 \| THY1 \| \| SPRYD5 \| PDK4 \| \| MAP1A \| KIAA0513 \| \| THY1 \| MSX2 \| \| ZNF812 \| PHLDA1 \| \| PDK4 \| KLF9 \| \| KIAA0513 \| TSC22D1 \| \| ASB9 \| KHDRBS3 \| \| OGFRL1 \| SLC35C1 \| \| MSX2 \| ATG12 \| \| PHLDA1 \|  \| \| CHN2 \|  \| \| KLF9 \|  \| \| FOXJ2 \|  \| \| CBLL1 \|  \| \| SLC35C1 \|  \| \| TSC22D1 \|  \| \| KHDRBS3 \|  \| \| ZNF26 \|  \| \| PXMP4 \|  \| \| NDRG1 \|  \| \| LOC9362 \|  \| \| ATG12 \|  \| |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |

**Supplementary References**

1. Stern AR, Stern MM, Van Dyke ME, Jahn K, Prideaux M, Bonewald LF. Isolation and culture of primary osteocytes from the long bones of skeletally mature and aged mice. BioTechniques. 52(6):361-73 (2012)

2. Butler A, Hoffman P, Smibert P, Papalexi E, Satija R. Integrating single-cell transcriptomic data across different conditions, technologies, and species. Nature biotechnology. 36(5):411-20 (2018)

3. Korsunsky I, Millard N, Fan J, Slowikowski K, Zhang F, Wei K, et al. Fast, sensitive and accurate integration of single-cell data with Harmony. Nature methods. 16(12):1289-96 (2019)

How the deposited data were processed for this re-analysis (not part of the article)

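Single-cell RNA counts were analysed for 7 libraries of 3 breast cancer patient-derived xenograft lines: primary tumour, bone metastasis and brain metastasis of UCD65, and primary tumour and liver metastasis of UCD4 and of UCD46. Each condition has 1 library. The paper reports single-cell data of UCD65 only, and the other 2 lines are described outside its single-cell claims. For UCD4 it reports staining of tumours and liver metastases. Staining, protein and cell culture experiments of the paper were not analysed here.

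The deposited values are UMI counts per gene and cell, whole numbers whose sums differ from cell to cell, with no normalisation. For UCD65 the authors aligned the libraries to GRCh38 and deduplicated UMIs with Cell Ranger 2.1.1, discarded human-murine doublets, and removed barcodes with over 30% mitochondrial UMIs, fewer than 200 genes or more than 8000 genes. How the counts of UCD4 and UCD46 were filtered is not stated. Sequencing was on 1 of 2 instruments, and which library went on which is not stated, so sequencing batch could not be examined. The limits on genes and mitochondrial share were applied again to each table. They removed 0 cells of UCD65 and UCD4, 1 cell of the UCD46 primary tumour and 13 cells of the UCD46 liver metastasis. No further doublet caller was run, and the 10% of cells with the most UMIs were left out as an alternative.

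The cells used were 3656 of the UCD4 primary tumour and 3038 of its liver metastasis, with 81309904 and 53171978 UMIs, and 469 of the UCD46 primary tumour and 263 of its liver metastasis, with 12055421 and 11432658 UMIs. Median UMIs per cell were 19709 and 15443 in UCD4 and 21767 and 40364 in UCD46. The tables list 16816 genes for UCD65, 19086 for UCD4 and 16767 for UCD46, of which 14588 are in all 3. At the depth of the UCD65 brain metastasis, 3 UMIs, taken as the floor, equal 1.16 CPM, against 0.24 CPM in the primary tumour.

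Levels, ratios and shares were computed as described at the first single-cell result. Shares were also computed with each cell thinned at random, without replacement, to the largest multiple of 500 UMIs that at least 90% of the cells of each library of a line reach, which was 3500 for UCD65, 7000 for UCD4 and 10000 for UCD46. Gene lists were compared by the median log2 ratio of CPM + 1 over genes with at least 10 UMIs, and by its percentile among 10000 random lists of the same size drawn from 20 bins of mean CPM. A percentile above 97.5 or below 2.5 was read as a shift. The lists were the 16-gene and 29-gene lists of Table S2, IGF signalling, oestrogen response, immediate early and dissociation response, hypoxia, and transcripts of host brain, host bone and blood, and host liver. An interferon response list of 42 genes was added after values of 12 of them had been seen.

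Across lines, UMIs summed per library were compared between the 3 primary tumours and 4 metastases with the quasi-likelihood test of edgeR, with the line as a term, TMM factors, filterByExpr and Benjamini-Hochberg adjustment at 0.05. The common dispersion was 0.149. The 2 UCD65 metastases share 1 primary tumour in this fit, and metastases of different organs are taken together. UCD46, a line with little *ESR1* and no *PGR* listed, is taken together with the other lines.

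Comparisons, lists other than interferon response, alternatives other than thinned and log-normalised ratios in UCD4 and UCD46, and the rule for naming genes were set before the data were examined. The rule names each gene the paper names for its single-cell data or in Table S2, *ESR1*, *INSR*, *IRS2* and genes of its RT-qPCR, and the 5 genes with the largest and the 5 with the smallest weaker log2 ratio of the 2 UCD65 metastases, on CPM + 5, among genes of the same direction in both and a mean of at least 50 CPM. Values in Table S2 and the text of the paper had been seen by then. Across lines it names the 3 genes of smallest p in each direction. The alternatives were all deposited cells, a filter of 1000 genes and 15% mitochondrial UMIs, no cells of highest depth, TMM factors, CPM without mitochondrial and ribosomal protein UMIs, equal weight for each cell, thinning, log-normalised values, pseudocounts of 0.1 and 10, a minimum of 50 UMIs, and, across lines, DESeq2, no filter of low counts, no line term, the UCD65 metastases summed, and each library left out in turn.

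The steps were tested on simulated data. Of 200 ratios of simulated counts, 96.0% had an interval that held the true value. The counts were drawn from the Poisson distribution that the interval assumes, so this checks the computation only. Cells that hold many UMIs of 1 gene, as in the real libraries, were not simulated. The lists below were drawn from the same counts, where libraries differ only by counting error and in the 200 changed genes. Of 200 random lists without a shift, 8.5% fell outside the central 95% of matched lists, so a percentile near the limit is weak evidence, and 100.0% of lists with doubled counts lay above it. In a simulation of the fit across lines, edgeR recovered 63.5% of 200 changed genes at a dispersion of 0.149, with 2 false calls, and 84.5% at a dispersion of 0.05, with 5 false calls. Gene positions are from GENCODE 44. The software was Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9, R 4.3.3, edgeR 4.0.16 and DESeq2 1.42.0, and the random seed was 1.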

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

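The tests of depth in UCD4 *PGR*, of the interferon list in each line, and of the share of cells with *IFI27* and *INSR* were chosen only after the results were seen.

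UCD4 and UCD46 are lines whose single-cell data the paper does not report, and of the 8 genes the paper names for its single-cell data, 4 moved there against the direction they had in both UCD65 metastases. *PGR* had a log2 ratio of −2.40 in the UCD4 liver metastasis (95% interval −2.59 to −2.22), from 27.1 CPM in the primary tumour to 5.13 CPM. *PHLDA1* and *IGF1R* had log2 ratios of −0.88 and 0.61 in the same metastasis, and *KLF4* of −2.43 in the UCD46 liver metastasis (−3.05 to −1.86). By staining, the paper reports abundant phospho-PR in UCD4 liver metastases, and its Discussion gives total PR as high in brain and liver lesions. Staining measures protein and was not analysed here, so lower *PGR* RNA in 1 library neither contradicts nor backs it. The difference between lines was not tested, since each has 1 library per site. Depth per cell is argued against for *PGR*, since with each UCD4 cell thinned to 7000 UMIs, 3.14% of liver metastasis cells held a *PGR* UMI (2.52 to 3.86%) against 15.9% of primary tumour cells (14.7 to 17.1%). Line, organ, mouse and library remain open, and the organs differ between the lines, as liver was sampled in UCD4 and UCD46 and bone and brain in UCD65. *PGR* is not listed for UCD46. The UCD46 primary tumour and liver metastasis also held little *ESR1* (6.06 and 1.31 CPM) and *GATA3* (10.9 and 11.5 CPM). The UCD65 primary tumour had 148 and 660 CPM of these genes, and the UCD4 primary tumour had 44.85 and 446 CPM. UCD46 is therefore unlike the other lines in these genes, and its values do not bear on *PGR*.

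Of the other named genes, 6 in UCD4 and 2 in UCD46 also moved against both UCD65 metastases. In the UCD4 liver metastasis the log2 ratios were −1.94 for *HPGD*, −1.09 for *OGFRL1*, −0.79 for *DUSP4*, 0.81 for *PXMP4*, 0.78 for *NOTCH2* and 0.55 for *ESR1*, and in the UCD46 liver metastasis they were 0.37 for *PXMP4* and −0.48 for *TIMP3*. Their intervals exclude 0, and those other than *TIMP3* kept their direction under each alternative. *TIMP3* was 0.062 on the log-normalised scale, its share of thinned cells with a UMI was 18.1% in the UCD46 primary tumour and 26.9% in the liver metastasis, and 1 primary tumour cell held 13.1% of its UMIs, so its direction depends on the measure. The differences between lines were not tested, and no explanation of them was tested.

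Among those 8 genes, other ratios of at least 1 in size on the log2 scale in these lines were −2.13 for *IGF1R* (−2.51 to −1.78), 2.14 for *IRS1* (0.82 to 3.71, from 6 UMIs in the primary tumour and 25 in the metastasis), 2.98 for *PHLDA1* (2.84 to 3.13) and 1.07 for *PTGES* (0.93 to 1.21) in the UCD46 liver metastasis, and −1.21 for *NDRG1* (−1.27 to −1.15) and 1.13 for *TSC22D1* (1.096 to 1.17) in the UCD4 liver metastasis. The median log2 ratio of all genes was 0.17 in UCD4 and 0.21 in UCD46, and 0.01 in both with TMM factors, and each of these 6 ratios kept its direction with TMM factors. Of the genes named in UCD65 or by the paper other than those 8, 9 in UCD4 and 14 in UCD46 also had a ratio of at least 1 in size with an interval that excludes 0. No explanation of these ratios was tested.

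In UCD65, of 2681 genes with a mean of at least 50 CPM, 813 were higher in both metastases, 779 lower in both and 1089 went opposite ways. The genes with the highest weaker log2 ratio of the 2 metastases, on CPM + 5, were *TIMP3* (3.404), *HPGD* (3.29), *RGS5* (3.06), *DUSP4* (2.68) and *TAT* (2.55). *TIMP3* rose from 5.18 CPM to 241 CPM in bone and 103 CPM in brain, and *RGS5* from 11.3 CPM to 140 and 131 CPM. In brain 1 cell held 40.6% of the *TIMP3* UMIs and 1 cell held 42.6% of the *RGS5* UMIs, and in the primary tumour 1 cell held 27.1% of the *RGS5* UMIs. With thinned cells the log2 ratio of *RGS5* in brain was 2.36. After thinning, *TIMP3* was found in 1.39% of primary tumour cells, 31.9% of bone cells and 12.7% of brain cells. The paper does not discuss these genes, and no explanation of their levels was tested.

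The genes with the lowest value on that scale were *IFI27* (−7.95), *IFI44L* (−4.73), *IFIT1* (−4.67), *IFI6* (−4.50) and *ISG15* (−4.32), which are interferon response genes that the paper does not discuss. *IFI27* had 3694 CPM in the UCD65 primary tumour, 10.0 CPM in bone and 8.50 CPM in brain. A few cells do not hold the UMIs, since 98.52% of thinned primary tumour cells held an *IFI27* UMI, against 1.62% in bone and 2.73% in brain. A list of 42 interferon response genes was then written, after 12 of its genes had been seen low. Without those 12, its median log2 ratio was −2.86 in bone and −2.58 in brain, with 28 genes lower and 0 higher in each and 0 of 10000 random lists as low. A lower interferon response in the metastases, or a higher one in this primary tumour, is a candidate explanation, and 1 library per site leaves mouse, batch, storage and site open as its source.

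The same list without the 12 genes had a median of −0.85 in the UCD46 liver metastasis, with 22 genes lower and 7 higher and 0 of 10000 random lists as low. In the UCD4 liver metastasis it was 0.077, with 14 genes lower and 16 higher, at the 6.57th percentile, and a shift cannot be told apart from none there because members went both ways. The form of this test was changed after a result. A first form took the 4 metastases together, left out only genes named by rule, and came out low in every metastasis. The wider exclusion and a separate test per line were set after that. With the 5 UCD65 genes named by rule left out and no others, the medians are −2.89 in bone, −3.02 in brain, −0.88 in UCD46 and −0.10 in UCD4 (0.02nd percentile), and with no gene left out they are −2.99, −3.24, −1.07 and −0.13. The UCD4 result therefore depends on which seen genes are left out. A lower interferon response in the metastasis, or a higher one in the primary tumour, may apply to UCD65 and UCD46 and stays undecided for UCD4. With 1 primary tumour library per line, these ratios cannot tell which side differs.

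*INSR* had 1399 CPM in the UCD65 primary tumour, at rank 110 of all genes, 1331 CPM in bone and 1762 CPM in brain, against 4.00 to 9.50 CPM in UCD4 and 12.4 to 29.2 CPM in UCD46. A few cells do not hold the UMIs, since 92.98% of thinned UCD65 primary tumour cells held an *INSR* UMI. The nearby gene *ZNF557*, which ends 24286 bases before *INSR* and was chosen after its values were seen, had 399 to 409 CPM in UCD65 and 3.36 to 6.07 CPM in the other lines. The tables were made separately for each line, so a difference in processing between lines remains open, and no biological explanation was tested.

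Across lines, 1 of 13251 genes passed an adjusted p of 0.05 in edgeR. *IFITM1* was lower in 4 of 4 metastases, with a fitted log2 fold change of −5.78 (SE 0.39) and an adjusted p of 0.00339 by the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, which ranged from 2.34e-23 to 1 over the alternatives. In UCD4 it rests on 8 UMIs in the primary tumour and 0 in the metastasis, where the log2 ratio is at most −0.80 with the metastasis at the floor of 3 UMIs. *IFITM1* is also one of the 12 interferon genes seen before the list was written. Without the UCD65 bone metastasis, the brain metastasis or the primary tumour, 0 genes passed. Of the 12 splits with 1 library per line taken as primary tumour, 1 called as many genes, which is the real one, and 12 splits cannot give a share under 0.05. Over all 35 splits into groups of these sizes, of which 34 could be fitted, 4 called as many, the real one among them. The others of these do not take 1 library per line as primary tumour. Chance cannot be excluded by either count. Both counts were seen before the splits within lines were taken as the test.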

How the results depend on the processing

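The values of 20 named genes other than the 8 the paper names for its single-cell data, and the thinned and log-normalised alternatives in UCD4 and UCD46, were added to this comparison only after they had been seen.

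All deposited cells are the same UCD65 and UCD4 cells as those used, and the stricter filter removed 1, 6 and 0 cells of the UCD65 libraries and 0 of the others, so these settings could hardly change a value and are left out of the counts below. In UCD46 all deposited cells add 1 cell to the primary tumour and 13 to the liver metastasis, and this setting is counted. It changed *KLF4* from −2.43 to −2.26, inside its interval, and each of the other UCD46 ratios compared here stayed inside its interval too.

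For the 8 genes the paper names for its single-cell data, 83 of 96 UCD65 log2 ratios under the alternatives other than the cell filters stayed within the reported counting interval or, on the log-normalised scale, kept their direction, 13 moved outside it, and 0 whose interval excluded 0 reversed. Over the alternatives the log2 ratio of *PGR* ranged from 1.64 to 1.94 in bone and from 2.13 to 2.60 in brain, of *KLF4* from 1.62 to 2.01 and from 1.71 to 2.12, of *IGF1R* from −0.45 to −0.18 and from −1.41 to −1.02, and of *IRS1* from 1.02 to 1.29 and from 0.77 to 1.51. Thinning moved *PGR* to 2.13, *IGF1R* to −1.41 and *IRS1* to 0.77 in brain and *KLF4* to 1.62 in bone, and equal weight for each cell moved *KLF4* to 1.71 in brain. The cause was not tested. *TSC22D1* in brain and *PTGES* in bone, whose intervals span 0, changed sign under some alternatives.

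For those 20 genes, 190 of 233 UCD65 values stayed within their interval, 41 moved and 2 reversed. *INSR* in bone, with a log2 ratio of −0.07, was 0.038 without mitochondrial and ribosomal protein UMIs. *OGFRL1* in brain reversed to −1.29 with thinned cells, when 1 cell held a UMI, which is too few to give a direction. All 12 shares of cells with a UMI of *PGR*, *KLF4*, *IGF1R* and *IRS1* were lower with thinned cells, as fewer UMIs per cell lower any share.

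Of the list medians in UCD65, 103 of 112 stayed within 1 SD of the random lists and 9 moved. The 16-gene median in bone fell to 0.10 on CPM + 10 (89.3rd percentile) and to 0.066 with at least 50 UMIs per gene (65.6th percentile), so its shift rests on genes of low level. The latter setting gave 0.28 in brain (93.0th percentile).

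In UCD4 and UCD46, 68 of 97 values of the 8 genes stayed within their interval or, on the log-normalised scale, kept their direction, 28 moved and 1 reversed, and of those 20 genes 168 of 232 stayed, 62 moved and 2 reversed. With TMM factors, which lower each UCD4 ratio by the same amount, *KLF4* in the UCD4 liver metastasis reversed to −0.021, *PGR* moved to −2.68, *IGF1R* to 0.33 and *IRS1* to 0.051, and *IRS2* reversed to −0.069. On the log-normalised scale *TIMP3* in the UCD46 liver metastasis reversed to 0.062. The other genes of Table S2 are not in these counts, and of them *ATG12* (0.16) and *ZNF26* (0.27) in the UCD4 liver metastasis reversed to −0.115 and −0.009 with TMM factors. Without mitochondrial and ribosomal protein UMIs, *KLF4* was 0.14, *IGF1R* 0.49 and *IRS1* 0.21. Without the cells of highest depth *IGF1R* was 0.67 and *IRS1* 0.40, and with equal weight for each cell they were 0.74 and 0.39. The cause was not tested.

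Across lines, where edgeR called 1 gene, DESeq2 called 25, all lower in metastases and that gene among them. With no replicate block, that is without the line term, edgeR called 0 (80 genes at an unadjusted p under 0.05), and with the UCD65 metastases summed it called 0 (347 genes unadjusted). Leaving out 1 library gave 0 to 4 genes: 0 without the UCD65 bone metastasis, brain metastasis or primary tumour, 3 without the UCD4 liver metastasis and 4 without the UCD4 primary tumour. The cause was not tested.

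Depth limits what the brain metastasis can show, since *IRS1* rests on 90 UMIs and *MSX2* on 10 there.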

Differences from the paper's values

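No test in this part was chosen after the results were seen.

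The paper states 239 cells for the UCD65 brain metastasis, and the deposited table holds 110. The alternatives set before the data were examined, all deposited cells and the stricter filter, also give 110, and neither could give more cells than the table holds. No deposited UCD65 cell is above 15.0% mitochondrial UMIs, while the paper states a limit of 30%. Whether a lower limit removed the other cells could not be examined, since they are not in the table. For the primary tumour the paper states 1502 cells, against 1159 here, and for the bone metastasis 725, against 598, which are within 1.5 times of each other.

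The paper reports *NDRG1* among signature genes enriched in the metastases, and here its log2 ratio was −2.41 in bone and −1.22 in brain, negative under each alternative. It reports *TSC22D1* and *PTGES* as enriched as well. Here *TSC22D1* was higher in bone (0.54) and not in brain (−0.18, with an interval that spans 0), and *PTGES* was higher in brain (1.34) and not in bone (−0.08, with an interval that spans 0). With thinned cells *PTGES* in brain was 0.59, and the shares of cells with a UMI of it, 16.4% in brain and 15.3% in the primary tumour, were not distinguishable. With equal weight for each cell and no thinning, *PTGES* in brain was 1.42. *TSC22D1* in brain was 0.02 on the log-normalised scale. *PTGES* in bone was 0.15 with equal weight for each cell, 0.04 without the cells of highest depth, 0.03 without mitochondrial and ribosomal protein UMIs and 0.02 on the log-normalised scale. *PTGES* is in neither list of Table S2. Values in the direction the paper gives are those of *PHLDA1* (1.72 in bone and 1.41 in brain) and *KLF4* (1.90 and 2.04).

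The paper reports *IRS1* as unchanged in bone and higher in brain. Here its log2 ratio was 1.18 in bone, from 1.02 to 1.29 over the alternatives, and 1.43 in brain, from 0.77 with thinned cells to 1.51. The Discussion gives *IRS1* as enriched in metastases, and both ratios have that direction. Values in the direction the paper gives are those of *PGR* (1.83 in bone and 2.49 in brain) and *IGF1R* (−1.09 in brain).

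The paper reports phospho-PR target genes as higher in the metastases. Of the 12 measured genes of the 16-gene list, 8 were higher and 4 lower in bone, and 6 were higher and 6 lower in brain. Of the 20 measured genes of the 29-gene list, 12 were higher and 8 lower in bone, and 9 were higher and 11 lower in brain. Among genes whose interval excludes 0, 4 were higher and 2 lower in bone and 5 higher and 0 lower in brain in the 16-gene list, and 6 were higher and 5 lower in bone and 7 higher and 2 lower in brain in the 29-gene list. The tally of the longer list in brain therefore goes against the paper's statement only when genes that are not distinguishable from no change are counted. The tally by interval does not speak for the statement either, since a decrease is harder to detect than an increase at the depth of the brain library. Of the genes lower there, *TUBA3E*, *MAP1A* and *TUBA3D* rest on 1, 3 and 4 brain UMIs, while *TSC22D1* rests on 275.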

Other observations

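The tests of *NDRG1* with the hypoxia list, of *KLF4* in each metastasis apart, of *PGR* in bone with the oestrogen list, of *PGR*, *KLF4* and *IRS1* without the cells that hold most of their UMIs, and of *IRS1* with depth per cell were chosen only after the results were seen.

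*KLF4* is an immediate early gene that cell isolation can induce, and bone cells were isolated with another protocol. A list of 18 other immediate early and dissociation genes had a median log2 ratio of 0.67 in the UCD65 bone metastasis, above each of 10000 random lists, with 11 genes higher and 7 lower. In the brain metastasis it was 0.30, at the 93.88th percentile, which is inside the range of random lists, with 13 higher and 5 lower, and it was 0.47 at the 99.7th percentile without the cells of highest depth and 0.40 at the 98.9th percentile with equal weight for each cell. A response to isolation may therefore contribute to *KLF4* in bone, and cannot be told apart from other explanations in brain, where the list is near the limit. The protocol and the site cannot be separated in these libraries. A few cells with many *KLF4* UMIs are argued against as the whole cause, since without the 10% of metastasis cells with the most *KLF4* UMIs, and with each primary tumour cell kept, the log2 ratio was 1.15 in bone (0.88 to 1.42) and 1.30 in brain (0.94 to 1.64).

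*NDRG1* is also induced by hypoxia. It had been foreseen that *NDRG1* might be higher with the hypoxia list, and this was not tested because *NDRG1* was lower. A list of 18 hypoxia genes without *NDRG1* was lower too, with a median of −1.17 in bone (0 of 10000 random lists as low) and −0.50 in brain (0.12th percentile), and 15 genes lower and 3 higher in each. In brain it was −0.21 at the 8.64th percentile with equal weight for each cell. A lower hypoxia response in the metastases, or a higher one in the primary tumour, is a candidate explanation for lower *NDRG1*.

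Higher *PGR* with a rise of the oestrogen response as a whole is argued against in brain. There 24 measured genes of an oestrogen response list of 25 had a median of −0.25 at the 0.68th percentile. Members went both ways, with 16 lower and 8 higher, and 13 lower and 11 higher without mitochondrial and ribosomal protein UMIs. A response of only part of the list therefore stays open. Without the cells of highest depth the median was −0.19 at the 2.82nd percentile, inside the range of random lists and not above it. In bone it was 0.039 at the 77.6th percentile, with 13 higher and 11 lower, which decides nothing. *ESR1* fell from 148 CPM in the primary tumour to 107 CPM in bone and 108 CPM in brain. Depth per cell is argued against as the whole cause, since 22.2% of thinned bone cells held a *PGR* UMI, beyond the interval of the primary tumour, as did brain cells. A few cells with many *PGR* UMIs are argued against as the whole cause too. Without the 10% of metastasis cells with the most *PGR* UMIs, and with each primary tumour cell kept, the log2 ratio was 1.01 in bone (0.78 to 1.25) and 2.25 in brain (2.01 to 2.49). The test foreseen, without the cells of highest depth or with equal weight for each cell, would not remove such cells and decides nothing. Site, mouse, library and isolation remain open.

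The larger unthinned share of *IRS1* cells in brain may come from depth, as the thinned share was 7.27% and overlapped that of the primary tumour. With 8 thinned cells that held a UMI, depth and a difference in share cannot be told apart. Without the 10% of metastasis cells with the most *IRS1* UMIs, and with each primary tumour cell kept, the log2 ratio of *IRS1* was 0.24 in bone (−0.15 to 0.62) and 0.43 in brain (−0.14 to 0.95). Leaving cells out of the metastasis alone lowers any ratio, so these 2 ratios decide nothing. In bone no cell held more than 4 *IRS1* UMIs. The thinned share there was 10.7% (8.21 to 13.5%), above the 4.62% (3.45 to 6.04%) of the primary tumour. A few cells with many *IRS1* UMIs are therefore argued against as the whole cause in bone. In brain, where 1 cell held 10.0% of the UMIs, they cannot be told apart from a rise over many cells.

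RNA of host brain aligned to human genes cannot be told apart from other sources of the brain differences. The host brain list, with 5 of 10 genes measured, was at the 23.39th percentile in the brain metastasis (median −0.23), with 2 genes higher and 3 lower, which decides nothing. Its genes *CST3* and *MBP* had 231 and 36.7 CPM there against 448 and 33.8 CPM in the primary tumour, a level that would hide a small share of host RNA. In bone its median was −0.48. The host bone and blood list, with 8 of 12 genes measured, had a median of −0.02 in bone and 0.96 in brain, above each random list, from genes of low level such as *HBB* (9.27 CPM) and *SPARC* (10.8 CPM). On CPM + 10 it was 0.20 in brain, still at the 99.86th percentile, and whether these UMIs are host RNA was not tested. The host liver list, with 2 of 10 genes measured, had medians of −0.63 in bone and −1.22 in brain.

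In the UCD4 and UCD46 liver metastases the hypoxia list had medians of −0.49 (0 of 10000 random lists as low) and −0.24 (0.67th percentile), the immediate early list 0.09 and −0.34 (0.07th percentile), the oestrogen list −0.25 (0.02nd percentile) and 0.32, the IGF signalling list 0.11 (13.3rd percentile) and 0.07 (8.12th percentile), the 16-gene list of Table S2 0.52 (92.7th percentile) and 0.47 (85.3rd percentile), the 29-gene list 0.20 (45.9th percentile) and 0.36 (73.5th percentile), the host brain list 0.04 and 0.86 (97.8th percentile), the host bone and blood list 0.49 (99.9th percentile) and 0.18, and the host liver list 0.07 and −1.06 (1.99th percentile, 2 genes). Medians with no percentile, and those of the IGF signalling, 16-gene and 29-gene lists, are inside the range of random lists, whose own medians were above 0 in these lines. UCD46, where *PGR* is not listed and *ESR1* was at most 6.06 CPM, can say little on PR with these lists. No explanation was tested.

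Of the other genes the paper measures by RT-qPCR, *NOTCH2* was lower in both UCD65 metastases, with log2 ratios of −0.26 in bone (−0.49 to −0.03) and −0.72 in brain (−1.12 to −0.34). *FOXO1* had log2 ratios of 0.29 in bone (−0.68 to 1.23) and 1.69 in brain (0.71 to 2.62), from 26 UMIs in the primary tumour and 17 in each metastasis. *ALDH1A1* had 11 UMIs in the primary tumour, 0 in bone and 5 in brain, too few to show a direction in brain. *IRS2* had log2 ratios of 0.27 in bone (0.03 to 0.51) and 0.77 in brain (0.47 to 1.06). The paper measures *NOTCH2*, *FOXO1* and *ALDH1A1* in cell lines, and no explanation of these values was tested.

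Across lines, no gene was called higher in metastases by edgeR or DESeq2, and 419 genes had an unadjusted p under 0.05 in edgeR and 586 in DESeq2. The genes of smallest p among those higher were *CECR2* (log2 fold change 1.91), *KCNN4* (1.69) and *SOCS2* (1.37), each higher in 4 of 4 metastases with an adjusted p of 1 by edgeR with Benjamini-Hochberg adjustment. The intervals of *CECR2* in brain (−0.06 to 2.98) and *KCNN4* in bone (−0.60 to 1.01) span 0, and *KCNN4* in bone was −0.36 with equal weight for each cell. Among those lower, *CP* (−4.70) and *IFI44L* (−5.76) had an adjusted p of 0.198 by edgeR with Benjamini-Hochberg adjustment, which ranged from 9.04e-10 to 1 and from 3.94e-07 to 1 over the alternatives. *CP* was lower in 4 of 4 metastases, and 69.0% of its 226 UMIs in the UCD65 primary tumour were in 1 cell. *IFI44L* was lower in 3 of 4 metastases with an interval that excludes 0. In UCD4 it rests on 12 UMIs in the primary tumour and 3 in the metastasis, with a log2 ratio of −1.39 (−3.85 to 0.50) that was 0.39 with thinned cells. The genes the paper names for its single-cell data, other than *PGR*, were compared here together with *ESR1*, *INSR* and *IRS2*. Among these, *NDRG1* had the smallest p, with a log2 fold change of −1.45, lower in 4 of 4 metastases, and an adjusted p of 1 by the same test.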
